# Long-chain saturated fatty acids in breast milk are associated with the pathogenesis of atopic dermatitis via induction of inflammatory ILC3s

**DOI:** 10.1038/s41598-021-92282-0

**Published:** 2021-06-23

**Authors:** Weng Sheng Kong, Naohiro Tsuyama, Hiroko Inoue, Yun Guo, Sho Mokuda, Asako Nobukiyo, Nobuhiro Nakatani, Fumiya Yamaide, Taiji Nakano, Yoichi Kohno, Kazutaka Ikeda, Yumiko Nakanishi, Hiroshi Ohno, Makoto Arita, Naoki Shimojo, Masamoto Kanno

**Keywords:** Innate lymphoid cells, Atopic dermatitis, Experimental models of disease

## Abstract

Breastfeeding influences the immune system development in infants and may even affect various immunological responses later in life. Breast milk provides a rich source of early nutrition for infant growth and development. However, the presence of certain compounds in breast milk, related to an unhealthy lifestyle or the diet of lactating mothers, may negatively impact infants. Based on a cohort study of atopic dermatitis (AD), we find the presence of damage-associated molecular patterns (DAMPs) activity in the mother’s milk. By non-targeted metabolomic analysis, we identify the long-chain saturated fatty acids (LCSFA) as a biomarker DAMPs (+) breast milk samples. Similarly, a mouse model in which breastfed offspring are fed milk high in LCSFA show AD onset later in life. We prove that LCSFA are a type of damage-associated molecular patterns, which initiate a series of inflammatory events in the gut involving type 3 innate lymphoid cells (ILC3s). A remarkable increase in inflammatory ILC3s is observed in the gut, and the migration of these ILC3s to the skin may be potential triggers of AD. Gene expression analysis of ILC3s isolated from the gut reveal upregulation of genes that increase ILC3s and chemokines/chemokine receptors, which may play a role in ILC migration to the skin. Even in the absence of adaptive immunity, *Rag1* knockout mice fed a high-LCSFA milk diet develop eczema, accompanied by increased gut ILC3s. We also present that gut microbiota of AD-prone PA milk-fed mice is different from non-AD OA/ND milk-fed mice. Here, we propose that early exposure to LCSFAs in infants may affect the balance of intestinal innate immunity, inducing a highly inflammatory environment with the proliferation of ILC3s and production of interleukin-17 and interleukin-22, these factors may be potential triggers or worsening factors of AD.

## Introduction

Atopic dermatitis (AD) or eczema is a chronic inflammatory itchy disease which starts early in life and has a worldwide prevalence, commonly affects more than one in ten children in developed countries^1,2^. AD is a complex disorder with genetics, barrier function, immunity, and environmental factors all playing key roles. Many of these pathological mechanisms interact synergistically to promote and progress AD^3–5^. Despite considerable advances in the knowledge and understanding of the various factors involved for pathogenesis, there are still many aspects of this complex process that remains poorly understood.

Breast milk not only serves as an optimum food for infants in the early postnatal period and provides immunologic protection against many infections but may also influence the development of the newborn immune system^6–9^. While the nutritional benefits are clear, there is some doubt regarding the effects of breastfeeding in allergies and AD. Epidemiology studies have raised concerns with breastfeeding and risk of allergies and AD^10–13^. Some have suggested a protective effect^14–16^, while other studies reported either no association^17,18^ or a detrimental effect^19,20^. Recent meta-analysis described as “inconclusive evidence” on the association between breastfeeding and allergy in children and mothers^18^. More recently, influence of dietary/breast milk fatty acid on atopic dermatitis was reported as “no association”^21^, which described mainly n-3 and n-6 long-chain polyunsaturated fatty acid (LC-PUFA). These pro/con claims are difficult to prove, however, because immune system dysregulation is multifactorial in origin and may be asymptomatic for several years after weaning. The early positive influences of human breast milk may be a bulwark against chronic disease in later life.

Concerning about the adaptive immunity, the presence of coenzyme A in mothers’ milk that exhibits TH2 adjuvant activity is correlated with a higher prevalence of atopic dermatitis (AD) in children^22^. The “atopic” trait mounts a TH2 response to common ubiquitous allergens^23,24^. Although adult European AD is characterized by a predominant expression of Th2 cytokines, pediatric and Asian-origin AD patients have a mixture phenotype comprised of Th2 and Th17 cytokine responses^25^.

While the pathogenesis of AD has been mostly linked to an altered adaptive immune response, the role and involvement of the innate immune system have not been widely examined^26–28^. This innate immune system is programed to recognize series of molecular patterns: (i) pathogen‐associated molecular patterns (PAMPs), and (ii) damage‐associated molecular patterns (DAMPs)^29–32^.

Innate lymphoid cells (ILCs) are lymphocytes that have lymphoid morphology but lack an antigen receptor^33,34^. Instead of antigen stimulation, ILCs promptly respond to various cell-derived factors, such as cytokines, which are produced by other cells in response to PAMPs and DAMPs^35,36^. Besides providing an early immune protection against pathogen infections, ILCs play a crucial role in inflammation, tissue repair and remodeling in multiple anatomical compartments, particularly at mucosal surfaces^37,38^. ILCs are currently categorized into three distinct populations based on their cytokine secretion profile and expression of transcription factors. Group 1 ILCs (ILC1) express T-bet and produce interferon-γ-mediated responses against pathogens, while Gata3^+^Group 2 ILCs (ILC2s) are involved in parasite expulsion, allergenic responses and, in skin, through the production of type 2 cytokines, IL5 and IL13, progress atopic dermatitis^39^.

Group 3 ILCs (ILC3s) are defined by the expression of the transcription factor RORγt and contribute to the maintenance and repair of epithelial tissues through IL22 upregulation^40^. In skin, ILC3s are associated with the pathogenesis of psoriasis through IL23 stimulated IL17 and IL22 production^41,42^. ILC3s are further classified into several subsets with distinct but overlapping phenotypic and functional markers. Among the few subsets, lymphoid tissue inducer (LTi) cells promote the development of lymph nodes and Peyer’s patches during embryogenesis. Intestinal LTi cells do not generally express lineage-specific markers but can express the T cell surface molecule CD4 and MHC class II. Two other subsets of group 3 ILCs are defined by a presence or absence in the expression of natural cytotoxicity receptors, NCRs, including NKp46 and NKp44^43,44^. It is now evident that ILCs are pivotal actors in allergic and inflammatory diseases pertaining to various organs including the intestine and skin. Despite the similarity of skin and intestine as barrier organs, the effect or a link between these two tissue-resident ILCs to one another has not been elucidated.

In the current study, we assessed the effect of breastfeeding in relation to atopic dermatitis in children. We detected DAMPs activity in breast milk of mother cohort of which children developed AD/eczema. We, however, could describe statistically “no evidence” on the association between DAMPs activity and AD in children. However, this might be a first case to detect DAMPs activity in breast milk, then, we wonder what the nature of DAMPs molecule is. By non-targeted metabolomic analysis, DAMPs(+)breast milk particularly contained high amount of long-chain saturated fatty acids (LCSFA) compared to healthy group breast milk. We demonstrated that LCSFA are potent DAMPs that initiate inflammatory events in vitro and in vivo. To elucidate the molecular pathogenesis, we created the atopic dermatitis mice model and monitored eczema in breastfed offspring. We demonstrated that mice breastfed with milk high in LCSFA develop higher occurrence of skin eczema, high TEWL, high IgE/mast cell and showed profound changes in the intestinal innate lymphoid cells type3 (ILC3) which travel from gut to skin.

## Results

### Mother’s milk possesses DAMPs activity containing high concentrations of long-chain saturated fatty acid

In the current study, we assessed the effect of breast milk on the innate immune response and AD in children. A first cohort of 900 newborn babies was monitored for AD, and milk samples from which breastfed infants developed AD after 6 months were labelled as AD(+)^44–47^. 75 AD (+) and 75 AD(−) subjects were randomly selected and tested for the presence of damage-associated molecular patterns (DAMPs). Approximately 7% (5/75) of AD(+) milk collected as first milk (colostrum) after birth showed the ability to induce the production and release of the inflammatory cytokine interleukin-1β(IL-1β), which is similar to or stronger than a known DAMPs, the crystal form of monosodium uric acid (MSU), when used to treat phorbol myristate acetate-differentiated THP-1 macrophages (Fig. 1a). As a second cohort study, breast milk from individuals (n = 268) were further examined at three sampling points: colostrum, 1 month and 6 months. We found that the DAMPs activity in the milk samples pertaining to an individual are highly varied. Some mother’s milk has no DAMPs activity for all three points during the 6 months’ lactation period, while some possess an ability to induce IL-1β production at least in one or combinations of the three sampling time points (Supplementary Fig. S1a,b). As the presence of DAMPs in mother’s milk was highly varied among individuals within the 6-months lactation period, statistically, it is difficult to determine the correlation between AD and DAMPs activity in breast milk. Some AD(-) breast milk also indicates as DAMPs(+). However, this might be a first case to detect DAMPs activity in breast milk, therefore, we wonder what a nature of this DAMPs molecule(s) is.

**Figure 1:**
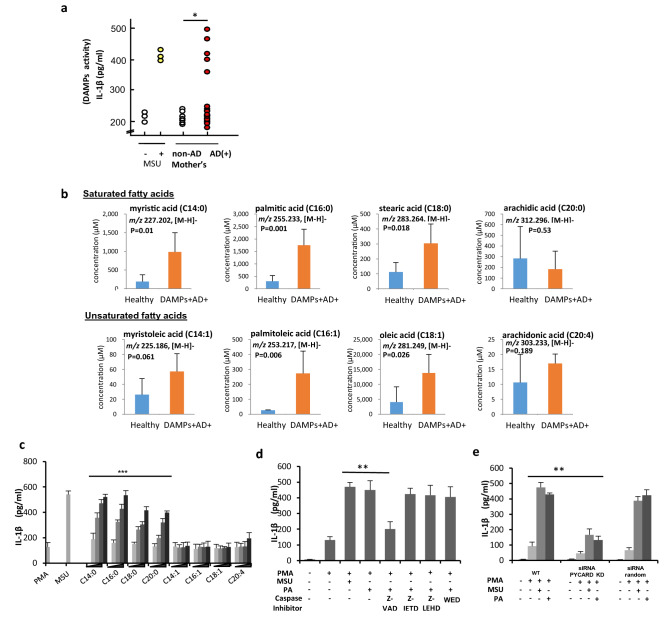
Breastmilk containing high amounts of long-chain saturated fatty acids is associated with atopic dermatitis. (**a**) DAMPs assay. PMA-differentiated THP-1 macrophages were treated with mother’s milk of non-AD or AD(+) infants (n = 75) for 12 h. Monosodium Urate, MSU was used as positive control. IL-1β production in cell culture supernatant was determined by ELISA. (**b**) Quantity of long-chain saturated and unsaturated fatty acids (C14 to C20) in healthy or DAMPs+ AD+ milk was determined by targeted metabolomic analysis (C8 separated). DAMPs+ AD+ milks are samples of AD+ infants and of which their respective mother’s milks are also positive for DAMPs assay. (**c**) DAMPs assay was performed with a series of long-chain saturated (C14:0, myristic acid, C16:0, palmitic acid, C18:0, stearic acid, C20:0, arachidic acid) and unsaturated (C14:1, myristoleic acid, C16:1 palmitoleic acid, C18:1, oleic acid, C20:4, arachidonic acid) fatty acids at an increasing concentration at 50, 100, 150 and 200 μM. (**d**) DAMPs assay of palmitic acid (PA) treated THP-1 macrophages in the presence of caspase inhibitors Z-VAD, Z-IETD, Z-LEHD and wedelolactone, WED. e, DAMPs assay using wild-type, pycard-Asc knockdown or random siRNA knockdown THP-1 macrophages. Results shown are representatives of at least three independent experiments. Data are represented as mean ± SD. *P < 0.05, **P < 0.01, one-way ANOVA and Student-t test (only in **a**). Data are analyzed with Prism8 (version 8.4.3, https://www.graphpad.com/scientific-software/prism**).**

We first examined the possibility of the presence of several known DAMPs. HMGB1 protein, ATP and MSU in mother’s milk samples were depleted by boiling or trichloroacetic acid (TCA) precipitation, apyrase and uricase pre-treatment, respectively before being used for DAMPs assay. Depletion of these DAMPs still elicited IL-1β production indicated presence of other non-protein DAMPs as a causative factor in the AD(+) milk (Supplementary Fig. S1c). Therefore, we performed a global metabolite analysis (non-targeted metabolomics mass spectrometry analysis). Although the PCA-score plot showed that metabolomic variations between the DAMPs(+)AD(+) and healthy samples were very small, the orthogonal partial least square (OPLS) analyses succeeded in separating the characteristic profile of each group, suggesting that small differences existed between groups (Supplementary Fig. S2, S3 and Supplementary Table 1, analysis of 1st cohort sample). By using these spectra, differences were revealed among fatty acids between milk from the DAMPs(+)AD(+) and the healthy group (Supplementary Fig. S4, S5, S6). The quantity of long-chain fatty acids in the DAMPs(+)AD(+) group was at least two-fold higher (Fig. 1b) than that in the healthy group, suggesting that fatty acids were responsible for the positive DAMPs activity in AD(+) milk. We also performed in vitro analysis to examine a series of fatty acids with different carbon chain lengths (C14–C20) and found that, principally, long-chain saturated fatty acids (LCSFA) are DAMPs capable of inducing IL-1β production (Fig. 1c) by activating NLRP3-PYCARD and caspase 1 (Fig. 1d,e). This result is in consensus with previous reports that palmitic acid can promote IL-1β production through NLRP3^48,49^. LCSFA-induced IL-1β production was inhibited by the presence of the mono-unsaturated fatty acids (USFA), irrespective of their carbon chain length (Supplementary Fig. S7). Hence, we conclude that LCSFAs are potent DAMPs when present at high concentrations and are ameliorated by the presence of USFA.

### HR-1 mice model of breastmilk feeding containing high LCSFA reenact the occurrence of eczema in breastfed offspring

Based on the above-mentioned results, we wonder whether early influences of DAMPs (+) breast milk affect the pathogenesis of immune disorders, including atopic allergies in later life. We pursuit the possibility as DAMPs (+) breast milk is one of the factors of multifactorial AD. Therefore, we designed a mouse model utilizing HR-1 hairless mice with normal immune systems to evaluate the incidence of AD in relation to a breast milk diet (Fig. 2a). HR-1 mice lose their hairs from the back of their heads to tails at 2 to 3 weeks old which enables for easy observation on skin condition^50,51^. In the normal diet (ND) group, pregnant mice were fed a chow diet. Mice in the LCSFA group were fed a diet rich in LCSFA as they neared labour, containing 8% (w/w) palmitic acid (PA) or oleic acid (OA) as a control of long-chain mono-unsaturated fatty acid (LC-MUFA) (Supplementary Table 2). After birth, offspring from the ND mice were breastfed by maternal mice fed with diet high in PA (PA milk) or OA (OA milk) and returned to ND when the offspring were weaned (baby-swapping experiment). At 15 weeks post-weaning, offspring consuming the PA milk showed an increased incidence of skin complications, such as rashes or scratch wounds with bleeding (Fig. 2a). These skin complications were not observed in the normal milk diet or OA milk diet group. PA milk mice showed higher dermatitis scoring (Fig. 2b), lower skin moisture content (Fig. 2c), and higher trans-epidermal water loss (Fig. 2d). Consistent with the hallmark of AD, increased blood sera IgE (Fig. 2e and Supplementary Fig. S9) and antigen OVA-specific IgE (Fig. 2f) levels in high PA milk mice were observed by three weeks post-weaning. It is better to mention that, with this experimental system, it takes 15 weeks of post-weaning to develop skin complication, however by using adult mice with direct supplementation of PA diet, it takes at least 6 months to a year to develop similar skin symptoms.

**Figure 2:**
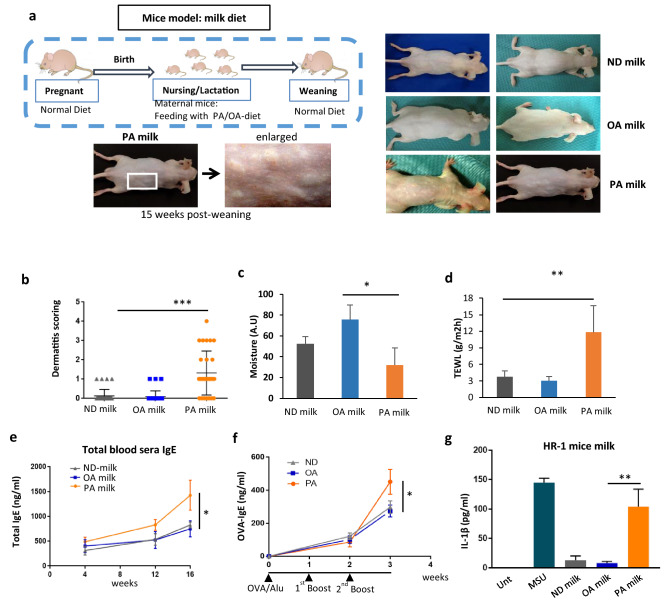
HR-1 mice offspring fed with maternal milk high in palmitic acid developed eczema. (**a**) Mice model of milk feeding. At 19 days nearing labor, pregnant HR-1 mice were fed with normal diet (ND) or chow diet added with 8% (w/w) saturated fatty acid, palmitic acid (PA) or 8% (w/w) unsaturated fatty acid, oleic acid (OA). In the case of PA milk or OA milk group, after birth, offspring from ND maternal mice were swapped to be breastfed by mice given diet high in PA or OA. Food was changed to normal diet when offspring started to feed on their own. (**b**) Dermatitis score of mice (n = 32 mice/group) at 15 weeks post weaning (p.w.) were evaluated base on (1) erythema/ hemorrhage, (2) scarring/dryness, (3) edema, (4) excoriation/erosion, scored as 0 (none), 1 (mild), 2 (moderate) and 3 (severe). The sum of the individual scores was taken as the dermatitis score. (**c**) Skin moisture and (**d**) transepidermal water loss of mice (n = 5 mice/group) at 15 weeks p.w. were determined using the Delfin MoistureMeterSC and Delfin VapoMeter, respectively. TEWL measurements were made on the lesional area of the skin. (**e**) Total blood serum IgE (n = 5 mice/group) was determined using the IgE FlowCytomix Simplex kit (eBioscience) according to the manufacturer’s manual. (**f**) Mice at 4 weeks p.w. (timeline = 0 week) (n = 5 mice/group) were sensitized with an intraperitoneal (i.p.) injection of 10 μg of OVA and 1 mg of alum, and re-sensitized twice at one week intervals. OVA-specific IgE in blood serum was determined with DS mouse IgE ELISA (OVA). (**g**) Milk of maternal mice given OA or PA diet (n = 3) were collected and examined for DAMPs activity with IL-1β ELISA. Results shown are representatives of at least three independent experiments. Data are represented as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001, one-way ANOVA. Data are analyzed with Prism8 (version 8.4.3, https://www.graphpad.com/scientific-software/prism).

Similar to that seen in the human cohort study, breast milk of mice fed a diet rich in PA also showed high DAMPs activities when introduced to human THP-1 macrophages (Fig. 2g). Certainly, the quantity of palmitic acids in lactating mice given diet high in palmitic acid was few folds higher than that of oleic acid or normal diet mice (Supplementary Fig. S8d). In addition to PA, we examined other LCFSA, including myristic acid and stearic acid, to determine their relationship with the occurrence of skin eczema in breastfed offspring (Supplementary Fig. S8a, S8c). Although the frequency of offspring developing eczema was not as high as that in offspring consuming PA milk, other LCSFA may induce a similar incidence of skin complications at an average of 15 weeks post-weaning. Taken together, the HR-1 mouse model of breastfeeding showed a risk of AD and other skin complications in offspring consuming milk high in LCSFA. We also constructed HR-1 mice with Rag1 knockout, referred to as *Rag-1*^−*/*−^ HR-1. These *Rag1*^−*/*−^ mice lacking an acquired immune system also developed similar skin complications when administered the PA milk diet (Supplementary Fig. S8b, S8c), suggesting that innate immune cells play an important role and are involved primarily in this PA milk induced AD mouse model.

### Early exposure to LCSFA promote Intestinal inflammation via type 3 innate lymphoid cells

Next, to determine the molecular mechanisms underlying the PA milk induced AD, we first investigated the changes in intestinal innate immunity. Innate immunity is of primary importance during early life development, when interactions with the environment occur at the mucosal surfaces^52,53^. Innate lymphoid cells (ILCs) have been increasingly recognized as important participants in immune homeostasis, inflammation, and the pathogenesis of inflammatory, allergic, and autoimmune disorders^54,55^. Thus, we examined innate immune cells from small intestine intraepithelial cells (IELs) and the lamina propria (LP). Small intestines collected from PA milk offspring mice with severe eczema appeared enlarged and longer, with an increased mass of mesenteric fats compared to that from OA milk offspring mice (Fig. 3a). ILC populations were assessed by flow cytometry and stained for lineage-negative and Thy 1.2-positive cells. Cells showing high expression of Gata3 and RORγt were gated as ILC2 and ILC3, respectively. Although T-bet-positive ILC1 cells were expressed in both IEL and LP, there were no significant differences between the three groups of normal milk, OA milk, and PA milk offspring mice.

**Figure 3:**
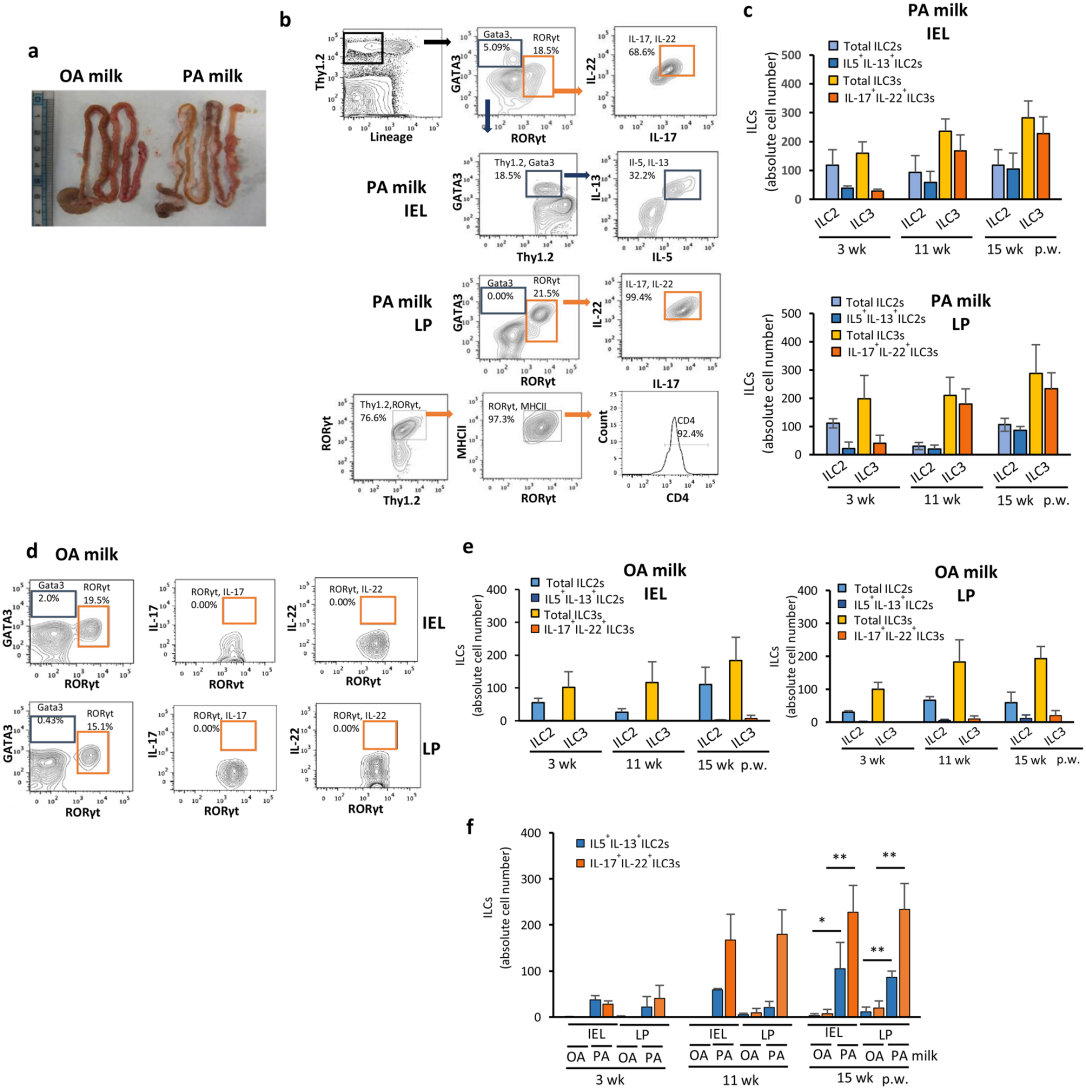
PA milk diet induced inflammatory ILCs in the small intestine. (**a**) Pictures of the entire intestines of PA milk and OA milk mice taken at 15 weeks post weaning (p.w.). (**b**,**d**) Representative FACS analysis of (**b**) PA milk and (**d**) OA milk mice at 15 weeks p.w. Small intestine intraepithelial layer (IEL) and lamina propria (LP) of mice at 3, 11 and 15 weeks p.w. were isolated via percol gradient centrifugation. Cells were stained with Thy1.2 and lineage markers (NK1.1, T cell receptor TCRβ and TCRγδ, CD11b, CD19, CD8, Gr-1 and Ter119). ILCs were gated by Lin^−^ and Thy1.2^+^ expression, intracellularly stained for GATA3 (ILC2s) and RORγt (ILC3s), and interleukins (IL-5, IL-13, IL-17A and IL-22). (**c**,**e**) Absolute ILCs number and their respective interleukins in the IEL and LP at the indicated p.w. (n = 5 mice/group). (**f**) Comparison of the inflammatory ILCs in the IEL and LP of OA and PA milk. Results shown are representatives of at least three independent experiments. Normal diet group (ND) data is almost same as OA milk group results. Data are represented as mean ± SD. *P < 0.05, **P < 0.01, one-way ANOVA. Data are analyzed with Prism8 (version 8.4.3, https://www.graphpad.com/scientific-software/prism), and FlowJo (version 10.7.1, https://www.flowjo.com/solutions/flowjo/downloads).

Representative flow cytometry figures for the analysis of intestinal IELs and LP of offspring mice at 15 weeks post-weaning are shown. We found that compared to OA milk mice (Fig. 3d,e), ILC3s were increased in both the IEL and LP of PA milk mice at 11 and 15 weeks after weaning (Fig. 3b,c). At 11 weeks post-weaning, approximately 50% of the ILC3s in both IEL and LP were double producer for the inflammatory cytokines IL-17A and IL-22. At 15 weeks post-weaning, all ILC3s from the LP of PA milk mice were IL-17A^+^ and IL-22^+^, suggesting increased inflammation over time, which was attributed by the ingestion of milk with high levels of PA, but not OA (Fig. 3f). In our experimental HR-1 mouse model, ILC2s accounted for a small percentage of cells in the gut IEL or LP in early life. However, in PA milk mice of 15 weeks post-weaning, nearly all ILC2s were double positive for IL-5 and IL-13 (Fig. 3b,c). These data suggest that milk with high levels of LCSFA promote pro-inflammatory ILC responses in the intestinal microenvironment. Results are in agreement with several previous reports that, at 15 weeks, about 20% of ILC2 was detected among total gut ILCs. Percentages of the ILCs and their respective interleukins in the IEL and LP of Normal diet milk samples were almost same as that of OA milk results.

### Skin inflammation relates to an increase in IL-17A and IL-22 producing ILC3s in the dermis

In parallel to the identification of ILC3 and ILC2 inflammatory cytokines in the gut of PA milk mice at 15 weeks post-weaning, these mice exhibited skin complications with pathogenesis similar to AD (Fig. 4a). Eczema was not observed in OA milk mice (Fig. 4b). The skin epidermis and dermis were isolated separately and examined for the innate lymphoid cell population by flow cytometry. Gata3-positive ILC2s appeared to be the major skin-resident ILCs in both the epidermis and dermis layers of HR-1 mice.

**Figure 4:**
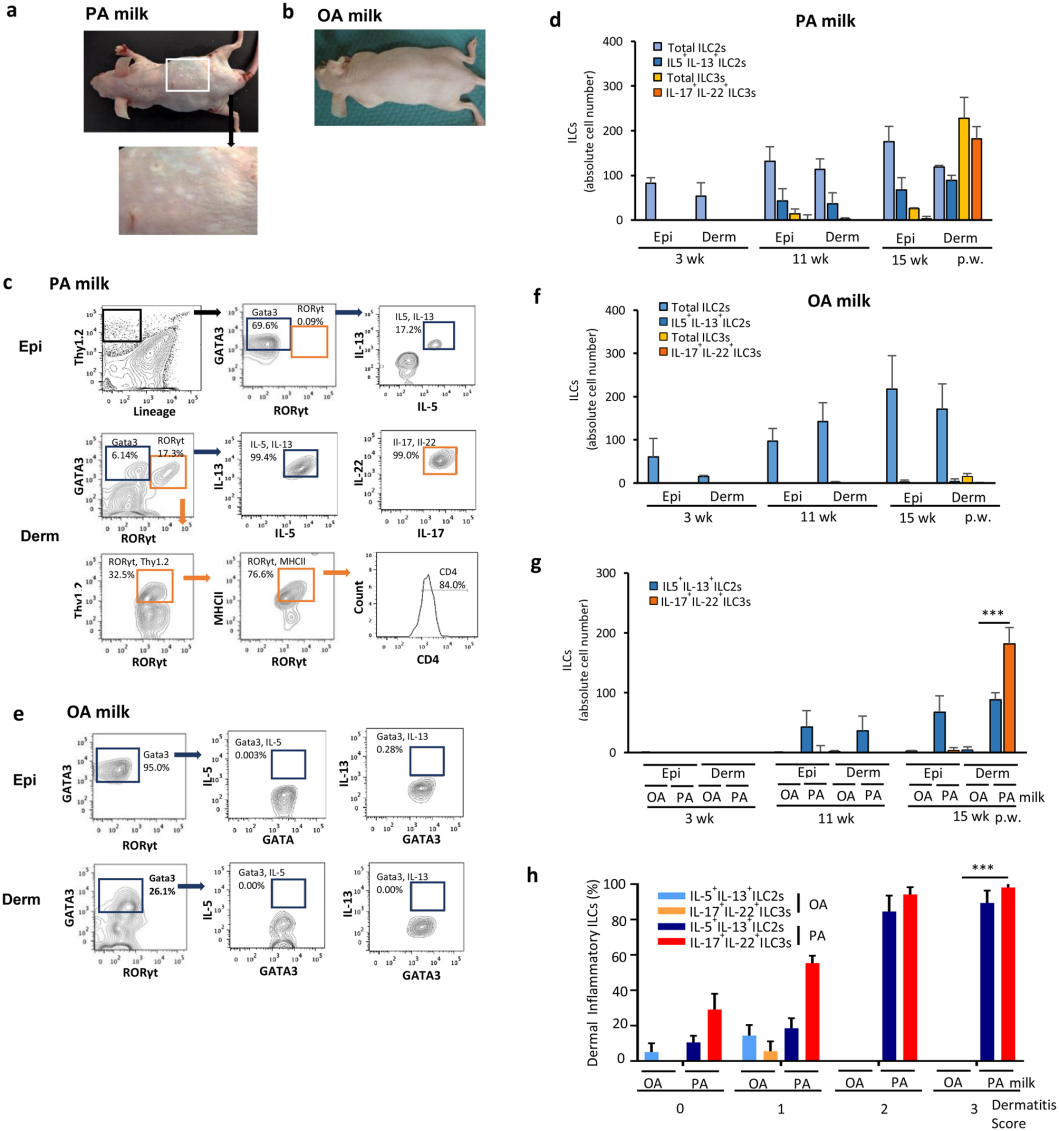
Inflammatory ILC3s was increased in the dermis of PA milk mice. (**a**,**b**) Pictures of (**a**) PA milk and (**b**) OA milk mice taken at 15 weeks post weaning (p.w.). (**c**,**e**) Representative FACS analysis of (**c**) PA milk and (**e**) OA milk at 15 weeks p.w. Epidermis and dermis ILCs of mice at 3, 11 and 15 weeks p.w. were isolated separately. Cells were stained with Thy1.2 and lineage markers (NK1.1, T cell receptor TCRβ and TCRγδ, CD11b, CD19, CD8, Gr-1 and Ter119). ILCs were gated by Lin^−^ and Thy1.2^+^ expressions, intracellularly stained for GATA3 (ILC2s) and RORγt (ILC3s), and interleukins (IL-5, IL-13, IL-17A and IL-22). (**d**,**f**) Absolute ILCs number and their respective interleukins in the IEL and LP at the indicated p.w. (n = 5 mice/group) were represented in bar graph as means ± SD. (**g**) Comparison of the inflammatory ILCs in the epidermis and dermis of OA and PA milk. In OA-milk data, most of ILC cell number is not detected. (**h**) Percentages of inflammatory ILC2s and ILC3s in association with dermatitis score of OA or PA milk mice at 15 weeks post-weaning. Results shown are representatives of at least three independent experiments. Normal diet group (ND) data is almost same as OA milk group results. Data are represented as mean ± SD. ***P < 0.001, one-way ANOVA. Data are analyzed with Prism8 (version 8.4.3, https://www.graphpad.com/scientific-software/prism), and FlowJo (version 10.7.1, https://www.flowjo.com/solutions/flowjo/downloads).

Offspring from the PA milk diet group that developed skin complications at 15 weeks post-weaning exhibited increased production of the ILC2 key cytokines IL-5 and IL-13 (Fig. 4c,d).

ILC2 cells population, however, isolated from offspring breastfed with milk of lactating mice fed a high OA diet, typically did not produce IL-5 or IL-13 cytokines (Fig. 4e,f). Our findings agree with those of previous reports regarding the involvement of ILC2 and type 2 cytokines in the pathogenesis of AD.

Interestingly, concomitant with the appearance of cytokine-producing ILC2s, ILC3s were detected in the dermis of PA milk mice (Fig. 4c,d), which were not present neither in the group of OA milk mice nor at 11 weeks (pre-symptomatic stage) of PA milk mice (Fig. 4c–g). We found that the severity of the skin symptoms corresponded to the appearance and percentage of inflammatory cytokines producing ILC2s and ILC3s (Fig. 4h).

For instance, nearly 100% of the total ILCs were double positive for inflammatory cytokine production when the skin condition was severe with scratches and bleeding (dermatitis score more than 2, 3), but in mice with milder skin conditions, ILC-derived cytokines accounted for less of the total population. Similarly, in the gut, mice with severe skin complications showed a higher incidence of intestinal IL-22^+^/IL-17^+^ ILC3 cells. These results suggest that mice offspring breastfed with milk high in SFAs resulted in increased inflammation in the intestine and skin. Importantly, we found that the appearance and increase of IL-17A^+^/IL-22^+^ ILC3s always began in the small intestine at 11 weeks post-weaning (pre-symptomatic stage) prior to appearance in the skin at 15 weeks post-weaning. This suggests that initiation of inflammation occurs in the intestinal microenvironment by LCSFA either directly or indirectly, which may lead to, or trigger, a chain reaction that induces AD.

### HR-1 mice offspring breastfed with milk high in PA showed intestinal and skin histopathology resembling atopic dermatitis

Next, we examined small intestine and skin histopathology. The small ileum of PA milk mice showed inflammatory cell infiltration in the mucosal and submucosal layers. In addition to the increased thickness of the epidermal layer, histological features of AD, such as parakeratosis, dyskeratosis, and spongiosis, were observed in PA milk mice, but not in OA or normal milk offspring mice (Fig. 5a). Furthermore, an evident increase was observed for the skin thymic stromal lymphopoietin (TSLP) and IL-33, cytokines that are highly associated with the pathogenesis of AD (Fig. 5b, Supplementary Fig. S12a). Immunostaining revealed a marked increase in IgE complex and mast cells that mostly colocalized at the dermis of PA milk mice (Fig. 5c,d). We found that mice with very severe eczema accumulated these IgE complexes, which were lined up just beneath the epidermal stratum basal layer in the papillary layer of the dermis. Mice with milder eczema seemed to have IgE complexes dispersed within the reticular layer of the dermis. This suggest that an increase in the allergy-mediator IgE immune complex and a movement from the dermis nearing the epidermis may play an important role in the pathogenesis and severity of atopic dermatitis that reflects upon the surface of the epidermis. In agreement with the flow cytometry data, immunostaining and quantitation of the small intestinal extracts from PA-milk mice showed a significant increase in the inflammatory cytokines IL-17A and IL-22 (Fig. 5e,f, Supplementary Fig S12b).

**Figure 5:**
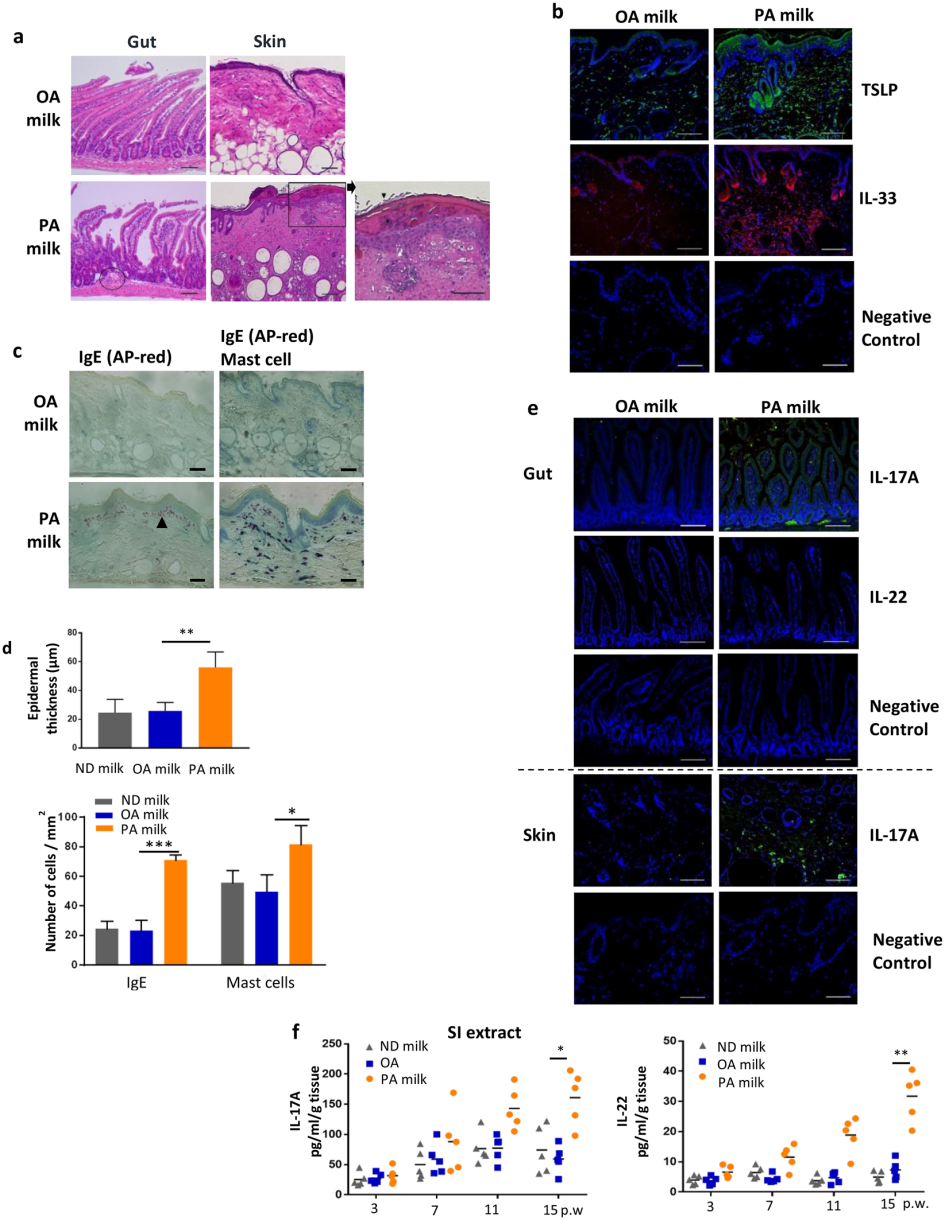
PA milk diet induced inflammation in the gut and skin. (**a**) Hematoxylin and eosin staining of the small intestine and skin of OA milk or PA milk mice at 15 weeks post-weaning (p.w.). Gut of PA milk mice was observed with mucosal or submucosal inflammation, accompanied with inflammatory cells infiltration (black circle). A section of the PA milk skin is enlarged showing histopathology of atopic dermatitis. Black and white arrows indicate parakerotosis and spongiosis, respectively. Asterisk indicate neutrophil containing pustule. Scale bars, 100 µm. (**b**) Representative immunofluorescence staining for TSLP and IL-33 in skin of mice at 15 weeks p.w. Scale bars, 100 µm. (**c**) Representative immunohistochemical staining of IgE (fast red chromogen) and mast cells (toluidine blue) in the skin of mice at 15 weeks p.w. Scale bars, 100 µm. (**d**) Epidermal thickness and number of IgE-stained or mast cells were calculated from 10 randomly selected areas and shown as the mean number of cells per millimeter squared ± SD (n = 3 mice/group). (**e**) Representative immunohistochemical staining of IL-17A and IL-22 (DAB chromogen and hematoxylin) in small intestine and skin of mice at 15 weeks p.w. Scale bars, 100 µm. (**f**) ELISA quantitation of IL-17 and IL-22 of small intestine (SI) tissue extracts at indicated p.w. (n = 5 mice/group). *P < 0.05, **P < 0.01, ***P < 0.001, one-way ANOVA. Data are analyzed with Prism8 (version 8.4.3, https://www.graphpad.com/scientific-software/prism), and ImageJ (version 1.53, https://imagej.nih.gov/ij/index.html).

Similarly, the inflammasome NLRP3 and its secretory cytokine product IL-1β were evidently increased by two-folds in PA milk mice (Fig. 6a,c, Supplementary Fig. S12c). Interestingly, when the small intestines were harvested, cultured in medium, and then evaluated for IL-1β production, we found that the small intestines of PA milk mice produced larger amounts of IL-1β in the overnight medium (Fig. 6d). A significant difference was observed in PA milk at 15 weeks post-weaning in the mice, suggesting that the small intestines exposed to PA were vulnerable and had an inflammatory-inductive tendency, which persisted until adulthood. Moreover, several inflammatory cytokines and chemokines were also increased in the blood sera of PA milk mice (Supplementary Fig. S10, S11). Oil-red O staining and BODIPY C16 immunofluorescence staining indicated high lipid accumulation in the small intestine of PA milk mice (Fig. 6a,b, Supplementary Fig. S12c, S12d). Accumulation of the C16-lipid in the basal and ileum of PA milk mice was mostly accompanied by inflammatory cell infiltration, suggesting that the presence of SFAs induces a local inflammatory response in situ.

**Figure 6:**
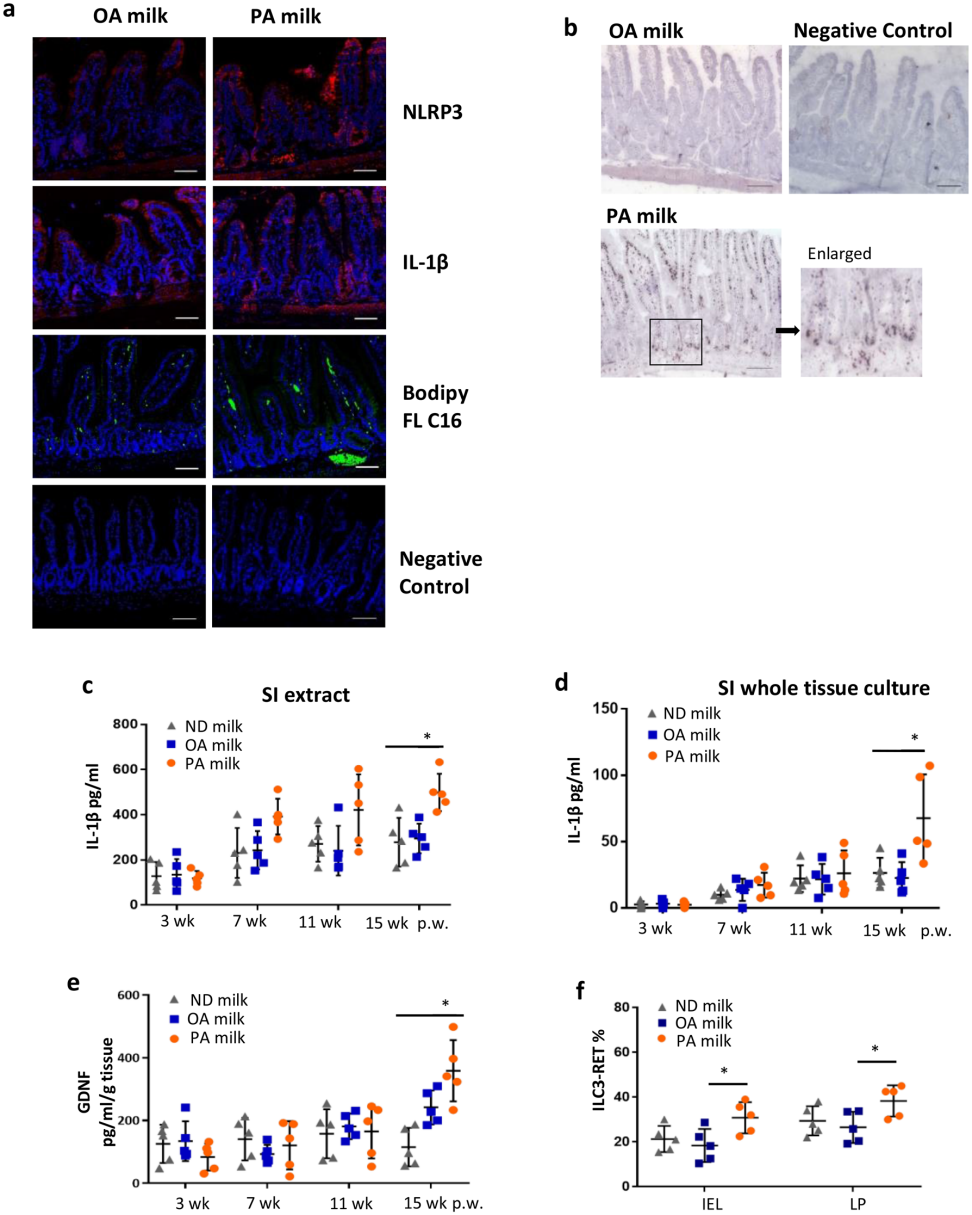
PA-milk diet induced inflammation in the gut and skin. (**a**) Representative immunofluorescence staining for NLRP3 (red), IL-1β (red) and Bodipy FL C16 (green) in the small intestine of mice at 15 weeks post-weaning (p.w.). Nuclei were stained with DAPI (blue). Scale bars, 100 µm. (**b**) Oil red O lipid staining of the small intestines of mice at 15 p.w. ELISA quantitation of IL-1β (pg/ml) in (**c**) small intestine (SI) extracts and (**d**) whole tissue culture taken from mice at indicated p.w. (n = 5 mice/group). SI extracts were obtained by lysis treatment and sonication. For whole tissue culture, small intestine was cut into small pieces and cultured on 24-well tissue dish for 18 h before the collection of supernatant for IL-1β quantitation. (**e**) ELISA quantitation of GDNF in small intestine extracts at indicated p.w. (**f**) Percentages of ILC3-RET expression in IEL and LP of mice at 15 weeks p.w. (n = 8 mice/group). *P < 0.05, **P < 0.01, one-way ANOVA. Data are analyzed with Prism8 (version 8.4.3, https://www.graphpad.com/scientific-software/prism), and ImageJ (version 1.53, https://imagej.nih.gov/ij/index.html).

### Pro-inflammatory ILC3s production in small intestine of PA-milk is associated with the IL-1β-GDNF stimulation of ILC3 RET

Glial cell-derived neuroregulators control ILC3 in the gut and are critical for regulating mucosal homeostasis^56,57^. We found that the glial-derived neuroregulator, GDNF, was increased in small intestine extracts from PA milk mice (Fig. 6e). Concomitantly, an increase in the neuroregulatory receptor, RET, was observed in the ILC3 of PA milk mice LP (Fig. 6f). Under homeostatic conditions, ILC3s respond to local cues to maintain tissue homeostasis and restrict inflammatory responses^58,59^. Thus, the LCSFA PA may directly stimulates intestinal cells, resulting in an inflammatory response via NLRP3 activation. As a result, IL-1β triggers GDNF production, leading to higher RET expression in ILC3s. In agreement with a previous report, we believe PA-induced IL-1β production is partly involved the enteric glial-ILC3 axis to regulate and maintain intestinal homeostasis upon inflammation. However, it would also be interesting to examine other possible mechanisms contributing to increased inflammatory ILC3s.

### Trafficking of inflammatory ILC3s from the intestine to the skin increases incidence of atopic dermatitis

As the appearance of the inflammatory ILC3s always appeared in the gut before the skin, we sought to examine if these intestine inflammatory ILCs may traffic from the gut to the skin. Directly transferred skin lymphocytes isolated from PA milk mice and injected into the dorsal skin of healthy recipient mice led to the development of skin symptoms, similar to eczema, at one-week post-injection, which was not observed in the recipients of normal or OA milk donor cells (Fig. 7a,c). At a later observation time, adoptive transfer of small intestine ILCs from PA milk via intravenous (i.v.) injection also resulted in the appearance of skin rashes and raised bumps at an average of five weeks post-injection (Fig. 7b,c). These donor-derived ILCs were incubated with Qtracker Red pre-injection, and the presence of these red cells on the skin surface was detected at one-week post-i.v.

**Figure 7:**
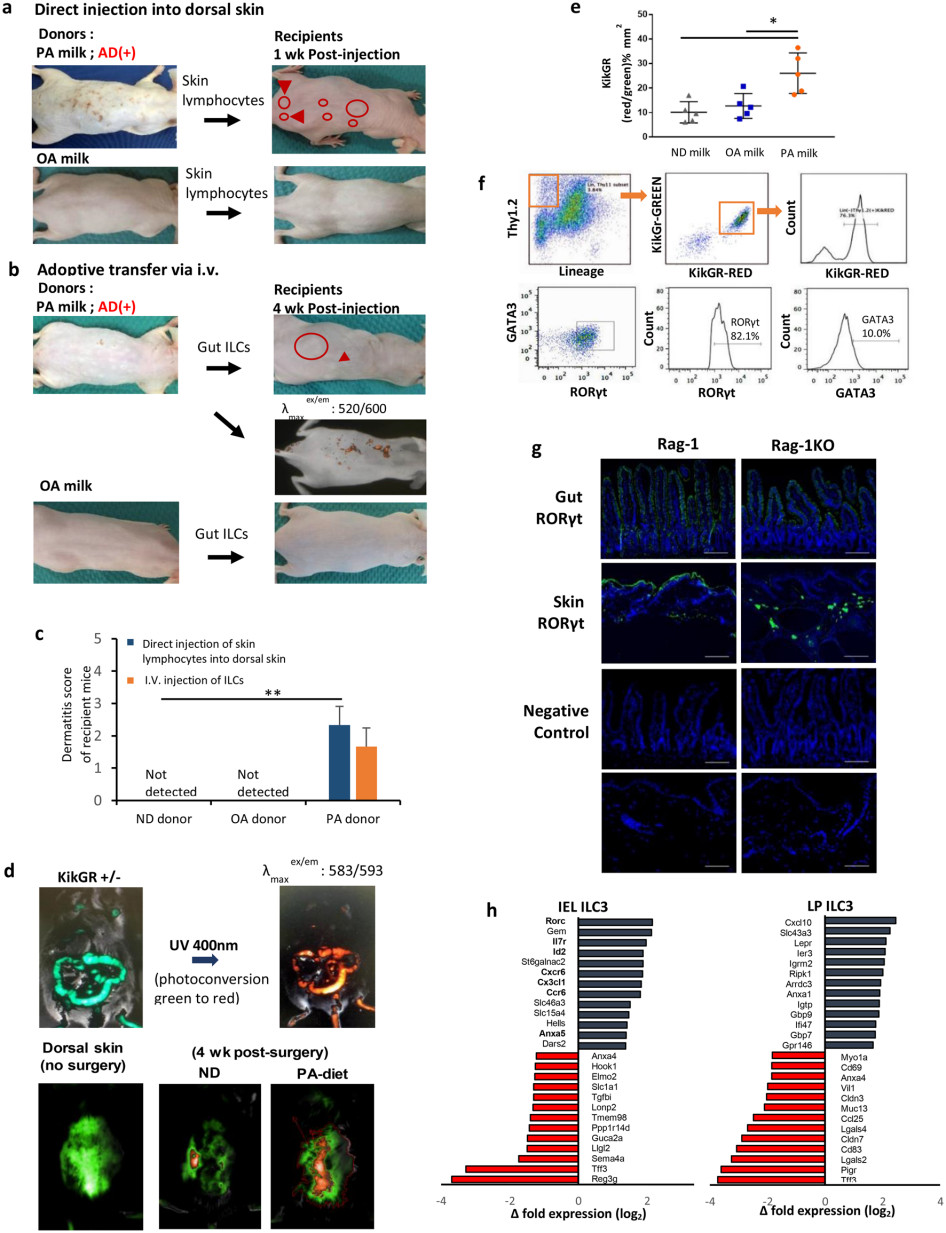
Trafficking and migration of pro-inflammatory ILC3s from small intestine to skin potentiates incidence of AD in PA-milk mice. (**a**) Skin lymphocytes were isolated from PA milk mice with eczema or OA milk mice, and directly injected into the dorsal skin of healthy recipient mice. (**b**) Gut ILCs were sorted from IEL and LP of PA milk or OA milk mice, labelled with Qtracker (Red) and performed adoptive transfer by intravenous injection into healthy recipient mice. (**c**) KikGR transgenic mice were subjected to surgery, where the small intestine was taken out and treated with UV at 400 nm (USIO SP-11). The presence of the red-photoconverted intestinal lymphocytes on the dorsal skin were detected by fluorescence microscopy (NightOwl, Berthold technologies). **P < 0.01, one-way ANOVA. (**d**) The ratio of red to the green fluorescence areas (millimeter per squared) on the dorsal skin (n = 5 mice/group) was calculated using the IndiGO software. (*P < 0.05). (**e**) Dorsal skin (epidermis) of KikGR post-surgery mice with red-photoconverted cells were subjected to cell sorting for RED^+^ cells. Isolated Lin^−^Thy1.2^+^KikGR-RED^+^ cells were then intracellularly stained for RORγt. Representative FACS analysis of isolated skin lymphocytes, gated for ILC3s (RORγt), KikGR green and red fluorescence (n = 6 mice/group). *P < 0.05, **P < 0.01, one-way ANOVA. (**f**) Representative of immunofluorescence staining for RORγt (green) in the gut and skin of PA milk and Rag1 KO, PA milk mice. Nuclei were stained with DAPI (blue). Scale bars, 100 µm. (**g**) Bar graph indicates a list of selected genes with significantly up-regulated expression (red) or down-regulated expression from ILC3s isolated from intraepithelial, IEL and lamina propria, LP of PA milk mice compared with ND mice. IEL and LP were isolated as described in the methods, and ILC3 were sorted with FACSAria III, gated for lineage negative, CD45^+^, Thy1.2^+^, CD25^+^ and Nrp1^+^ cells. Results shown are representatives of at least three independent experiments. Full list of RNA sequencing analysis can be found through the GEO accession number, GSE 124188. Data are analyzed with Prism8 (version 8.4.3, https://www.graphpad.com/scientific-software/prism), ImageJ (version 1.53, https://imagej.nih.gov/ij/index.html), FlowJo (version 10.7.1, https://www.flowjo.com/solutions/flowjo/downloads), and IndiGO (version 2.0.5.0, https://www.berthold.com/en/bioanalytic/products/in-vivo-imaging-systems/nightowl-lb983/).

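Fig. 7h shows 26 genes for IEL and 26 for LP, 13 higher and 13 lower in PA milk in each layer. In the deposited FPKM values, the limma log2 fold change had the direction of the figure for 23 of the 26 genes in IEL and 21 of the 26 in LP. In each layer, all 13 genes shown as lower for that layer were lower in it, among them Reg3g in IEL with a log2 fold change of -6.06 and Tff3 in LP with -5.15. Of the genes shown as higher, 10 of 13 were higher in IEL and 8 of 13 in LP. The exceptions were Il7r, St6galnac2 and Cx3cl1 in IEL and Cxcl10, Slc43a3, Ier3, Gbp7 and Gpr146 in LP. Each of these 8 genes was under 1 FPKM in replicate 2 of PA milk of its layer and above every ND library in replicates 1 and 3. Cxcl10 in LP, for example, was listed at 801.36, 0 and 661.96 in PA milk and at 131.90, 153.00 and 58.28 in ND, a log2 fold change of -0.40 that became 2.77 without PA LP replicate 2. The limma value is a difference of mean log2 values, in which 1 library near 0 weighs heavily. With the log2 ratio of mean FPKM over all libraries, 0 signs differed from the figure. This covers the 25 values compared in IEL and the 26 in LP, and the ratio lets the higher libraries dominate a mean. When the libraries were scaled on genes common to leukocytes, the direction was that of the figure for 22 genes in IEL and 24 in LP. At an adjusted p-value under 0.05, limma called 0 of these genes in IEL and 0 in LP over all genes tested, and also 0 and 0 adjusted over the list alone, with 8 and 8 genes at an unadjusted p-value under 0.05. The genes were selected by the study from these libraries, so the count over the list alone is not independent evidence.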

To track the migration of gut lymphocytes, we utilized transgenic reporter mice expressing the photoconvertible fluorescent protein, Kikume Green–Red (KiKGR). KikGR is natively a green fluorophore that can be converted into a red fluorophore upon exposure to UV light^60–62^. KikGR mice were subjected to surgery, with the small intestines carefully removed and treated with UV light at 405 nm. Extra care was taken to protect the Payer’s patches and other body parts from UV exposure by aluminum foil shielding. Only surfaces of the small intestine exposed to UV treatment showed photoconversion from green to red. At one month post-surgery, intestinal-derived, photoconverted red cells were observed in the dorsal skin (Fig. 7d) and remained detectable for at least three months. This suggests that gut-derived innate lymphocytes reach and deposit at the skin layers. Interestingly, KikGr mice offspring fed a PA milk diet showed a higher percentage of intestinal lymphocyte migration to the skin compared to that of OA milk or ND mice (Fig. 7e). Further analysis of photoconverted cells isolated from the dorsal skin revealed that these intestinal derived cells of majority (82%) were RORγt^+^ ILC3s (Fig. 7f and Supplementary Fig. S13). This indicates that inflammatory innate lymphoid cells from the intestine have higher migration rates throughout the bloodstream and mobilize at the skin, which may be potential triggers or worsening factors of AD. The presence of ILC3s in both the small intestine and skin of Rag1^−/−^ HR-1 mice of PA milk was also observed by immunofluorescence staining against RORγt (Fig. 7g, Supplementary Fig. S12e) .

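For this experiment, RNA of ILC3s (group 3 innate lymphoid cells) was sequenced from sorted cells of the small intestine. The mice were HR-1 hairless mice, labelled as 18 weeks old. PA milk mice had been nursed by mothers whose chow held an additional 8% (w/w) of palmitic acid, and ND mice by mothers on the normal diet. Cells of the intraepithelial (IEL) layer and of the lamina propria (LP) each gave 3 libraries of PA milk mice and 3 of ND mice. This makes 12 libraries in 4 groups of 3. The labels share replicate numbers between the layers, but whether same-numbered libraries came from 1 mouse is not known. The methods gate lineage-negative, CD4-positive, Thy1.2-positive, CD25-positive and Nrp1-positive cells, whereas the legend of Fig. 7 names CD45 in place of CD4. Libraries were made with a SMART-Seq kit for very small amounts of RNA, in which full-length cDNA is amplified by PCR before fragmentation. The authors mapped the reads to mm10 with TopHat and quantified 23284 genes with Cufflinks. They deposited FPKM values (fragments per kilobase and 1e6 mapped fragments) and a table of counts that had been divided by a size factor per library and rounded, so it holds scaled counts and not raw reads. The scaled counts summed to between 9511139 and 11281783 per library in PA IEL (median 10990090), 9376529 and 11710874 in ND IEL (median 9494596), 9543824 and 11372028 in PA LP (median 11187625), and 9511737 and 10365956 in ND LP (median 9886356). The low FPKM values of a library lie at multiples of a fixed step, from which the reads behind them were worked out as 8.75 to 14.58 M per library (M, 1e6 reads; median 13.02 M). Depth did not set the number of genes seen. PA IEL replicate 2 had the most reads, 14.58 M, and the fewest genes at an FPKM of 1 or more, 4390, followed by PA LP replicate 2 with 9.84 M reads and 5637 genes. ND IEL replicate 2 had 7863 genes and the other 9 libraries 8406 to 11378. Spearman's correlation between replicates of a group, across genes, was 0.31 to 0.87. Because cDNA was amplified without molecular identifiers, reads are not independent molecules, and a value of 0 does not show that the cells lacked the transcript. Log2(FPKM + 1) of the 12502 genes with an FPKM of at least 1 in at least 3 libraries was compared between PA milk and ND within each layer with limma, using all 12 libraries in 1 fit of the 4 groups, a trend of the variance with expression and Benjamini-Hochberg adjustment. At an adjusted p-value under 0.05, limma called 0 genes in IEL, 0 in LP and 0 for the difference between the layers, and 447, 588 and 292 genes had an unadjusted p-value under 0.05. The smallest adjusted p from limma was 0.947 in IEL and 0.0752 in LP. The median log2 fold change of all genes was -0.30 in IEL and -0.36 in LP, and 0.00 in IEL without PA IEL replicate 2 and -0.05 in LP without PA LP replicate 2. Among the settings tried, leaving out PA LP replicate 3 moved the count of called genes most, to 8 in LP.

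**Figure D1:**
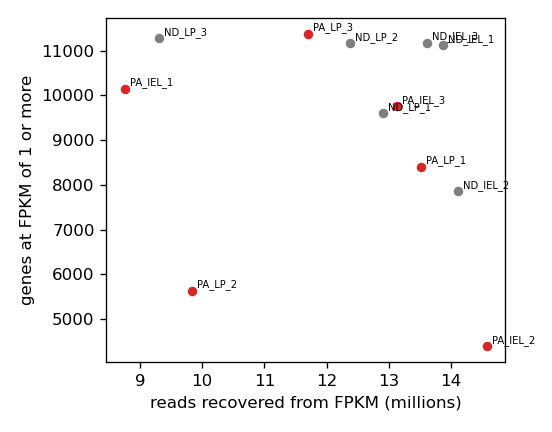
Genes at an FPKM of 1 or more (vertical axis, number of genes) against the reads worked out from the FPKM values (horizontal axis, M) for the 12 libraries. Each point is 1 library, red for PA milk and gray for ND, and PA IEL replicate 2 lies lowest, at 4390 genes and 14.58 M reads.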

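Id2, an inhibitor of DNA binding needed by innate lymphoid cells, lies on chromosome 12 of GRCm38 (mm10) from 25093799 to 25097140 in the GENCODE annotation. Its FPKM in IEL was 554 ± 214 (SD, n = 3) in PA milk and 200 ± 82.5 (SD, n = 3) in ND, a log2 fold change of 1.48 (standard error 0.51, adjusted p = 0.947 from limma). Every PA library was above every ND library (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). In LP, the order was the opposite. Id2 was 175 ± 73.4 (SD, n = 3) in PA milk and 513 ± 50.8 (SD, n = 3) in ND, with every PA library below every ND library (exact permutation p = 0.1) and a log2 fold change of -1.64 (standard error 0.51, adjusted p = 0.979 from limma). With each library left out in turn, the log2 fold change of Id2 stayed between 1.10 and 1.82 in IEL and between -1.92 and -1.26 in LP. Il7r, the gene of the interleukin-7 receptor alpha chain, lies on chromosome 15 from 9505788 to 9530176. Its FPKM in IEL was 167.17, 0.02 and 123.85 in PA milk and 28.54, 49.35 and 39.46 in ND. The log2 fold change was -0.49 (standard error 1.86, adjusted p = 1 from limma), and 1.89 without PA IEL replicate 2. In LP, Il7r was listed at 30.91, 0.03 and 25.39 in PA milk and at 0, 26.67 and 10.61 in ND, a log2 fold change of 0.48 (standard error 1.86, adjusted p = 0.993 from limma). It was -0.91 without ND LP replicate 1 and 2.08 without PA LP replicate 2. For Il7r in both layers, the difference between the diets was smaller than its standard error. The paper describes such genes as crucial for the development of ILC3s, and it explains the tendency of ILC3s to increase in PA milk mice with their higher expression.

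**Figure D2:**
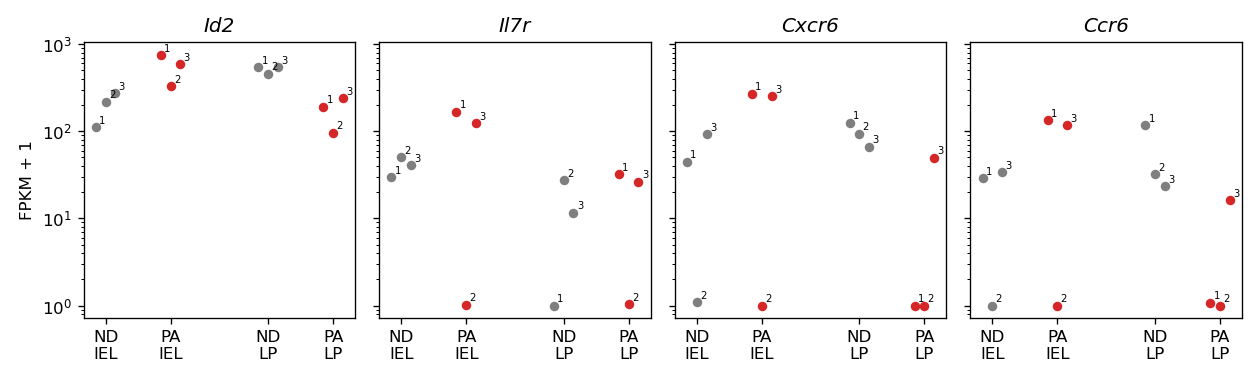
FPKM + 1 on a log axis for Id2, Il7r, Cxcr6 and Ccr6 in each library, by diet and layer, with red points for PA milk, gray points for ND and the replicate number beside each point. In PA IEL, replicate 2 lies near the bottom for Il7r, Cxcr6 and Ccr6 and at an Id2 FPKM of 326.15.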

Finally, RNA sequencing analysis of ILC3s isolated from the small intestine IEL and LP layers of PA milk mice showed upregulation of transcription factors crucial for the development of ILC3s, including Rorc, Id2, and IL7r, which explains the tendency of ILC3s increase in PA milk mice compared with normal diet (ND). Additionally, the expression of several chemokine receptors, including CXCR6 and CCR6, was increased (Fig. 7h). Both these receptors and their ligands, CXCL16 and CCL20 are reported to be overexpressed in atopic dermatitis and lesional psoriatic skin, and contribute to the skin inflammation^63–66^. 

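Cxcr6 lies on chromosome 9 of GRCm38 from 123806475 to 123811760 and Ccr6 on chromosome 17 from 8236043 to 8257141. In IEL, the FPKM of Cxcr6 was 269.56, 0 and 253.31 in replicates 1, 2 and 3 of PA milk and 43.85, 0.09 and 92.02 in ND. That of Ccr6 was 133.35, 0 and 117.02 in PA milk and 27.94, 0 and 32.87 in ND. Replicates 1 and 3 of PA milk were thus above all 3 ND libraries for both genes, and replicate 2 of both diets was at or near 0. The log2 fold changes in IEL were 1.31 for Cxcr6 (standard error 2.11, adjusted p = 0.986 from limma) and 1.34 for Ccr6 (standard error 1.88, adjusted p = 0.972 from limma), smaller than their standard errors. They were 3.98 and 3.66 without PA IEL replicate 2, and changed sign to -0.66 and -0.32 without ND IEL replicate 2. In LP, both genes were lower in PA milk. Cxcr6 was listed at 0, 0 and 48.88 in PA milk and at 124.62, 93.07 and 65.81 in ND. Ccr6 was listed at 0.08, 0 and 15.32 in PA milk and at 116.94, 31.20 and 22.40 in ND. Every PA LP library lay below every ND LP library for both genes (two-sided exact permutation test, p = 0.1, the smallest possible with 3 against 3). The log2 fold changes in LP were -4.65 and -4.10 (adjusted p = 0.979 from limma for each), and with each library left out in turn they stayed between -6.53 and -3.71 and between -5.43 and -3.40. The difference between the layers was -5.96 for Cxcr6 and -5.44 for Ccr6 (adjusted p = 1 from limma for each).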

Overall, our data suggest that early exposure to a diet high in LCSFAs in infants promotes inflammation in the gut that extends to the skin layers, and over time when inflammation and inflammatory immune cells or cytokines accumulate, AD or other allergic response may occur.

### Gut microbiota of PA milk-fed mice is different from ND and OA milk-fed mice

Dysbiosis of gut microbiota has been reported to associate with various disorders including allergic diseases including atopic dermatitis^67,68^. To investigate the relationship between AD development and gut microbiota in our HR-1 mice model of AD, we collected feces at 2 weeks and 12 weeks of age, before and after the appearance of skin lesion in PA milk-fed HR mice, from ND, PA and OA milk-fed mice. Beta-diversities (microbial diversity among the samples) in principal coordinate analysis (PCoA) at 2 weeks of age showed that the gut microbial diversity of ND milk-fed mice were significantly different from that of OA and PA milk-fed mice along PC1 and PC2 axis, respectively (Fig. 8a, left). Interestingly, at 12 weeks of age, gut microbial diversity of OA and ND milk-fed mice are closely plotted and significantly separated from that of PA milk-fed mice along PC2 axis (Fig. 8a, right). Alpha-diversities (microbial diversity within the sample), an indicator for dysbiosis, showed no differences among 3 groups (Fig. 8b), suggesting that PA milk-fed mice seemed not suffer from apparent dysbiosis. We next focused on gut microbiota of 12-week-old mice, after the skin lesion onset in PA milk-fed group, and compared the abundance of bacterial taxa in each group with a linear discriminant analysis effect size (LEfSe) analysis. We observed the increment of bacterial taxa belonging to genus *Lactobacillus* in ND milk-fed mice, genus *Bifidobacterium* in OA milk-fed mice, while genera *Ruminococcus* and *Mucispirillum*, and unclassified genera of Desulfovibrionaceae family and of YS2 order in PA milk-fed mice (Fig. 8c). Similarly to the analysis of beta-diversity at 12-week-old (Fig. 8a, right), the profile of bacterial genera in PA milk-fed mice is different from the other two groups (Fig. 8d); genera *Lactobacillus* and *Bifidobacterium* were significantly decreased, and the genera *Ruminococcus*, the unclassified genera of Desulfovibrionaceae family and the unclassified genera of YS2 order were significantly increased, in PA milk-fed mice.

**Figure 8:**
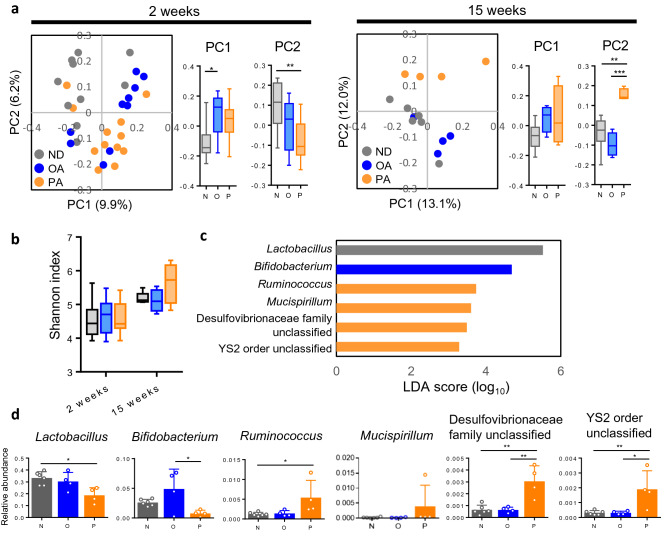
PA milk-fed mice have a unique microbiota different from ND and OA milk-fed mice. (**a**) PCoA of beta-diversity using the unweighted unifrac distance and (**b**) alpha diversity (Shannon index) of ND (*n* = 10), OA (*n* = 10) and PA (*n* = 12) milk-fed mice at 2 and 12 weeks of age. (**c**) Results of LEfSe analysis showing the genus that were significantly different in abundance among ND (*n* = 6), OA (*n* = 4) and PA (*n* = 4) milk-fed mice at 12 weeks of age. Gray, blue and orange indicate the bacteria with increased abundance in ND, OA and PA milk-fed mice, respectively. (**d**) Validation with one-way ANOVA analysis using relative abundance of the genus selected by LEfSe analysis. Data are represented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, One-way ANOVA with post-hoc Tukey’s multiple comparison test. Data are analyzed with Prism8 (version 8.4.3, https://www.graphpad.com/scientific-software/prism) and QIIME2 (version 2017.6, http://qiime.org).

## Discussion

Atopic dermatitis (AD) is a chronic, pruritic inflammatory skin disease, which generally develops in early childhood, affecting 10–20% of children in developed countries^69,70^. Epidemiological research on the relationship between diet and allergies has increased in the last decade but many uncertainties remain to be resolved. These include the role of breast-feeding, the role of different components of breast milk, the time in life when different dietary components exert their influence, and differences in sensitivity to dietary influences between individuals. These issues have been addressed in several papers and reviews^71,72^.

Lipids are one of the dietary components that seem to have an influence on the development of allergies^73,74^. For instance, diet of low n-3 polyunsaturated FA (PUFA) intakes, high proportion of n-6 PUFA, and high intakes of trans FA are related as risk factors for allergic diseases^21,75–78^. So far, most studies on the associations between lipid intakes and allergies conveys epidemiological significance whereas intervention studies are lacking. Our metabolomics data of breast milk revealed particularly high long-chain saturated fatty acids in the group of DAMPs(+) AD(+) milk/children. In fact, there are studies that indicated the presence of lipids in milk as ‘toxic’ or inflammatory milk^79,80^. And several studies revealed that palmitic acid can promote IL-1ß production through NLRP3^49,50^. By utilizing a mice model of breast milk feeding, we show that intake of high amounts of LCSFA (palmitic acid) in the first months of life may be critical for the development of AD or allergic diseases. It is conceivable that the ratio between LCSFA/LCUSFA is a key factor to develop skin inflammation/AD in our mice system (Fig. 1b and sFig S7). High fat diet has been mostly linked to the instigation of obesity and insulin resistance. Here, we propose a link that translate the inflammatory events induced by LCSFA via an involvement of the ILC3s.

Several reports have demonstrated that gut dysbiosis contributes to the pathogenesis of intestinal inflammation. Saturated fatty acids have been reported to cause gut dysbiosis^81^. Therefore, we analyzed the gut microbiota of ND, OA and PA milk-fed HR mice. Alpha-diversities of PA milk-fed mice were comparable to OA and ND milk-fed mice at 12 weeks of age when AD developed in PA milk-fed mice, suggesting no apparent dysbiosis in PA milk-fed mice; nevertheless, gut microbiota composition of ND and OA milk-fed mice were close to each other and different from that of PA milk-fed mice. These profiles were consistent with the AD onset phenotypes. PA milk-fed mice were characterized by a drastic decrease in the genus *Bifidobacterium* which is known as beneficial bacteria and contains some species which have suppressive effects of AD^82,83^, while some reports have shown that *Lactobacillus*, which was also slightly decreased in PA milk-fed mice, were comparable between AD and non-AD children^84^. By contrast, genus *Ruminococcus* was increased in PA milk-fed mice, consistent with a previous study reporting an increase in *Ruminococcus gnavus* in AD children^85^. Genus *Mucispirillum*, and unclassified genera of Desulfovibrionaceae family and YS2 order were also increased in PA milk-fed mice. There is no report showing the relationship of these bacteria with AD; their role in AD pathogenesis may not be significant given their very low abundance in the gut microbiota. Taken together, these results suggest that gut microbiota of AD-prone PA milk-fed mice is different from non-AD OA /ND milk-fed mice, and that a reduced *Bifidobacterium* may be associated with the development of AD.

ILCs are described with pivotal role in allergic, inflammatory and autoimmune diseases^86,87^. We observed that even several weeks post-weaning, offspring mice given milk high in palmitic acid remains with the tendency to build up inflammatory ILCs, which first appeared in the small intestine before the skin. An involvement of ILC2s in allergic diseases are commonly implicated^88–92^. However, a report described that spontaneous atopic dermatitis in mice with a defective skin barrier (Flg^ft/ft^ mice) is independent of ILC2 and mediated by IL-1ß^93^.

Our results show that besides ILC2s, the ILC3s responses and homeostasis are also altered. One of the reasons behind such changes involves the induction of GDNF and ILC3 RET expression by an increase of IL-1β, resulting in an increase of IL-22 production for homeostasis and maintenance of the gut. In our AD mice model, the gut ILC3s often increases before the ILC2s and the appearance of inflammatory ILC3s in the dermis of mice offspring that developed eczema seemingly correlated to the severity suggests that the type 3 innate immune response may be prerequisite to the AD pathogenesis. Although, we and others might be the first to report on a link between ILC3s and AD. Others reported, recently, that antibiotics-induced dysbiosis of gut microbiota play a crucial role in AD development through altered short-chain fatty acid production through Treg and ILC3^94^. In psoriasis, an increased proportions of ILC3s were observed in lesional skin and peripheral blood, and IL-22 is regarded as a key driver of epidermal thickening^95,96^. Also, another report indicate under homeostatic condition, ILC2 and ILC3 efficiently acquired palmitate^97^. This and our results suggest the connection between ILC2/3 and PA for the development of AD. It has been shown that increased ILC2s and ILC3s worsened atopic dermatitis^98^. However, we don’t have data that indicate increased PA act directly on ILCs.

We think that the increase of inflammatory ILC3s and the cytokines, IL-17 and IL-22 initiated in the gut may trigger the various inflammatory responses that progresses to atopic dermatitis. It is also interesting to elucidate as to whether the inflammatory ILC3s may initiate the activation of ILC2s, a cross-talk or plasticity between the two innate immune players.

As the ILC3s were not normally present in the skin, but were significantly increased with incidence of eczema, it is plausible that the inflammatory ILC3s in the dermis of PA milk mice were intestine derived ILC3s. Differences of circulating ILCs in the frequencies, phenotypes, and functions in the peripheral blood of allergic patients with rhinoconjunctivitis from nonallergic human subjects have been reported^99^. We think that PA milk induced inflammation may lead to a difference in the dynamics of circulating ILCs. ILCs subsets differentially populate various barrier and non-barrier tissues, where they play important roles in tissue homeostasis. Recent findings have provided insight into the mechanisms that guide ILC migration into peripheral tissues, the impact of tissue-specific cues on ILC migration. As such, lymphoid tissue-homing receptors (HR) or trafficking receptor switch is one of the important local immunological milieus. It has been reported that ILCs undergo HR switch, where splenic ILC3 that highly express CCR7, when activated with IL-7 and retinoic acid downregulated CCR7 but upregulated CCR9 and α4β7 expression resulting to an efficient migration to the intestine^100,101^. Interestingly, we found several upregulations of chemokine receptors and ligands in the gut inflammatory ILC3s that highly relates to the incidence of atopic dermatitis^102,103^.

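A list of 61 genes of chemokines and chemokine receptors was compared between PA milk and ND in the sorted gut cells. Of these, 44 were expressed at an FPKM of at least 1 in at least 3 of the 12 libraries. In IEL, 15 were higher in PA milk, 28 lower and 1 equal, with a median log2 fold change of -0.33. In LP, 5 were higher, 38 lower and 1 equal, with a median of -0.97. Of all tested genes, 38% were higher in IEL and 37.4% in LP, with medians of -0.3 and -0.36. The IEL median of the list was thus near that of all genes. Among the 19 receptors, 10 were higher in IEL and 0 in LP, and among the 25 ligands, 5 and 5 were higher. At an adjusted p-value under 0.05 over all genes tested, limma called 0 genes of the list in either layer, and 1 in IEL and 5 in LP had an unadjusted p-value under 0.05, each of them lower in PA milk. Adjusted over the list alone, limma called 0 genes in IEL and 1 in LP. This was Ccl21a (adjusted p = 0.000529 over the list from limma, log2 fold change -6.92, standard error 1.10), listed at 0 in all 3 PA LP libraries and at 19.39, 168.44 and 518.16 FPKM in ND LP. Ccl21a is named because it was the only call, after its values were seen. Limma called 0 genes over the list in LP with only the 6 libraries of the layer, with voom and with the replicate number as a block. It also called 0 with at least 10 scaled counts in every library, a filter that Ccl21a, at 0 in PA LP, cannot pass. Over all genes, limma called Ccl21a without ND LP replicate 1 (adjusted p = 0.00532). It was also called over all genes with sample quality weights, a setting chosen after seeing the data. The smallest adjusted p over the list ranged from 1.87e-05 to 0.582 over the alternatives (limma). Without PA LP replicate 2, 12 genes of the list were higher in LP.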

To the best of our knowledge, no reports have indicated a trafficking of intestinal ILCs to skin. We observed that when the reporter KikGr mice were breastfed by milk high in the LCSFA (PA), the intestinal derived red-converted ILCs appeared with greater frequency on the dorsal skin. It is therefore tempting to speculate that the migration of ILCs from the gut to skin may play an important role in the initiation of inflammation in the skin. Another interesting finding is that we suspect that these PA milk induced inflammation or circulatory inflammatory ILC3s may possibly particularly only affect the skin as there were no significant inflammation observed in the other organs, such as the liver, spleen or lung.

It is of consensus that newborn babies require essential nutrients and growth factors from mother’s milk for the shaping and development of the immune system. However, we believe that early exposure to DAMPs, particularly long-chain saturated fatty acids may have a negative impact starting from the intestinal immunity that instigate to increase the risk of atopic dermatitis or possible other allergic or autoimmune diseases. Certainly many murine models of AD have been developed as tools for understanding AD pathogenesis. A comparison of murine models with the human AD transcriptomic profiles have been made, which addresses the complexity of translating murine model to human inflammatory disease^104^. They claimed that IL-23–injected mice model appears to best replicate the human AD profile. IL-23 could drive inflammatory ILC3 activation, and increased IL-23 expression can promote development of pathogenic ILC3s in the newborn intestine (IL-23-ILC3s axis)^105,106^. Their results may be good agreement with our present data suggesting that ILC3 may be potential triggers or worsening factors of AD. As such, the increase of inflammatory ILC3s in our mice model and how it relates to the human counterpart are particularly interesting to be elucidated. The “atopic march” describes the tendency for atopic eczema as the first manifestation of atopy to precede the development of food allergies, asthma, and allergic rhinitis in a temporal sequence^107^. Although it is just a scratch of surface from the complexity of allergies and much further work is required, we hope that our findings will not only lead to a better understanding of the mechanisms of AD and food allergy but ultimately the development of novel strategies and methods to prevent progression of allergies.

## Methods

### Cohorts

A prospective birth cohort of newborn infants was established in Chiba University Hospital and JFE Kawatetsu-Chiba Hospital, from January 2007 to May 2008^22,46–48^. All participants received a questionnaire after their infants were born. Data on parental allergic disease and various exposures were obtained. The parents answered questionnaires with the main focus on symptoms related to eczema lasting for at least two months when the infant was six months of age (first cohort). The complete response rate on the six-month questionnaire was 68%. The diagnosis of atopic dermatitis was carried out by Pediatrician/Allergist with based on the guidelines provided by the Japanese dermatology association (second cohort)^45^. First cohort involved 900 individuals of which only first milk was taken. Second cohort involved 268 mothers with breast milk taken at three sampling points; first milk, 1 month and 6 months. The frozen stock of these mothers' milk was subjected to DAMPs assay (IL-1β ELISA). All participants provided written informed consent to participate in the study. This study was approved by the Human Study Ethics Committee of Chiba University. This Research involving human research participants have been performed in accordance with the Declaration of Helsinki.

### Sampling and storage of mothers’ milk

Breast milk specimens (whole milk collection) were obtained within four days after birth (colostrum), at 1 month and 6 months, and were immediately frozen (− 80 °C) for long-term storage to avoid lipopolysaccharide (LPS) contamination^88^. Milk samples were thawed immediately before testing and were centrifuged (10,000× *g*, 10 min) to obtain surface lipid, interface liquid, and cell-containing pellets. For milk collection from mice, lactating mice were separated from offspring in the same cage with a divider for 3 h prior to milking. Mice were administered with 3 IU of oxytocin (Sigma) via i.p. and within 1 min after oxytocin injection, milk collection was performed using a milking apparatus (KN-591, Natsume Tokyo, Japan) attached to an aspirator.

### Materials and reagents

MSU, phorbol 12-myristate 13-acetate (PMA) and free fatty acids (palmitic acid, palmitoleic acid, myristic acid, myristoleic acid, stearic acid, oleic acid, arachidic acid, arachidonic acid) were obtained from Sigma-Aldrich. Caspase inhibitors Z-VAD-FMK, Z-IETD-FMK, Z-LEHD-FMK were purchased from Calbiochem. Short interfering RNA human PYCARD and anti-rabbit human PYCARD were purchased from Invitrogen and Cell Signaling Technology.

### Cell culture and assays

The human monocytic cell line THP-1 (*ATCC* TIB-202™) was maintained in RPMI 1640 media supplemented with 10% (v/v) foetal bovine serum (FBS; Gibco). Differentiation of monocyte cells towards macrophage-like adherent cells was achieved by treatment, followed by 48 h incubation in untreated cell culture media before experimental assays. Harvesting of PMA-treated cells was achieved by either gentle scraping or by treatment with trypsin/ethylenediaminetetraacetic acid (EDTA; Gibco) for 5–10 min. For the induction of differentiation into macrophage-like adherent cells, THP-1 monocyte cells were treated with 50 ng/mL of phorbol 12-myristate 13-acetate (PMA; Sigma) for 48 h in a 24-well plate. For DAMPs assay, differentiated THP-1 macrophages were treated with MSU (100 µg/mL), fatty acids or mother’s milk samples for 10 h at 37 °C. Cell culture supernatants were assayed for IL-1β using the OptiEIA kit from BD Biosciences according to standard manufacturer instructions. For GDNF assays, small intestine extracts were prepared by treatment of minced tissues with cell lysis buffer (Cell Signaling Technology) for 1 h at 37 °C, followed by sonication for 10 min. Quantitation of GDNF in tissue extracts was performed with the GDNF Emax ImmunoAssay System (Promega). Absorbance at 450 nm was read on a plate reader (Avro X3, Perkin Elmer).

### Differential metabolome analysis of maternal milk contents by LC–MS

Maternal milk was extracted with nine volumes of methanol and insoluble materials, including proteins, were removed by centrifugation. Extracts from five mothers with healthy infants and five with AD infants were serially analysed by LC–MS in the same session to exclude instrumental and environmental variability. A total of 5 µL of methanol extract was separated in a hydrophilic interaction mode with a TSKgel Amide-80 (2.0 × 150 mm, 5 µm, TOSOH, Tokyo, Japan) or in reverse phase mode with a C8 (L-column2, C8, 2.1 × 150 mm, 5 µm, CERI, Tokyo, Japan) connected to a LC (LC20, Shimadzu, Kyoto, Japan). For TSKgel Amide-80 column separation, the LC gradient using mobile phase A and B (A: 10% MilliQ water, 90% acetonitrile, 10 mM ammonium formate, B: 10 mM ammonium formate in MilliQ) was as follows: 0–3 min, 100% A; 3–16 min, 0–50% B; 16–35 min, 50% A, 50% B; 35–40 min, 100% A. For C8 column separation, the LC gradient using mobile phase A and B (A: 99.9% MilliQ water 0.1% formic acid, B: 99.9% methanol 0.1% formic acid) was as follows: 0–3 min, 97% A and 3% B; 3–17 min, linear gradient of 97–0% A and 3–100% B; 17–45 min, 100% A. Elution extracts from the columns were serially ionized with an electrospray ionization (ESI) source heated to 250 °C, which works in positive ion mode at 3000 V or negative ion mode at 2700 V. Sheath and auxiliary gases were set to 50 and 15, respectively. The mass spectra were measured by full scan mode from *m/z* 50 to *m/z* 800 using an Orbitrap Velos Pro or Orbitrap XL mass spectrometers (Thermo Scientific). We used lock mass function of the machines to keep the mass accuracy of the data by detecting continuously appearing peaks of environment origin: for positive ion mode, *m/z* 391.2843 of bis(2-ethylhexyl)phthalate [M + H]^+^ or *m/z* 445.1200 of dodecamethyl cyclohexasiloxane [M + H]^+^ were used, and for negative ion mode, *m/z* 255.2330 of palmitic acid [M-H]^−^ and *m/z* 283.2643 of stearic acid [M-H]^−^ were used. For quantification of fatty acids at negative ion mode, lock mass function was not used unless palmitic acid and stearic acid peak information would be lost. For quantitative analysis of determining the free fatty acid concentration, purchased compounds with serial dilution were separated in a C8 column and analysed at negative ion mode. Peak area of corresponding fatty acids was used to draw standard curves. Content of the fatty acids in the milk samples were calculated using these curves.

### Data analysis

Analysis of mass spectra was performed on MZmine2 (http;//mzmine.github.io/). Ion peaks with high signal intensity (> 10^4^) were extracted from the spectra of every scan, and ion chromatograms of every ion peak with same *m/z* were constructed. Then, chromatogram deconvolution was performed to construct peak lists with *m/z* and retention time. The peak lists of healthy and AD milk samples were aligned with *m/z* and retention time. The aligned peak lists were exported to Microsoft Excel to make further statistical analyses. Then, peak areas of samples were used for multiple comparisons between healthy and AD samples using t-test module of Multiexperiment Viewer (MeV) v4.9 (Dana-Farber Cancer Institute, Boston, MA, USA, http://www.tm4.org/mev.html). with Welch’s approximation for variance assumption and significance determined by *P*-values less than 0.05. PCA (Principle Component Analysis) and OPLS (Orthogonal Partial Least Square projections to latent structures) were performed by utilizing SIMCA-P+ version 14 (Umetrics, Umea, Sweden).

### Molecular Ion identification

Differential ions among samples were further used for molecular identification. Accurate mass value of the peaks was used to list candidate formulae within 3 ppm mass tolerance using QualBrowser of Xcalibur software (Thermo Scientific: version 4.3; (https://www.thermofisher.com/jp/en/home.html).

The human metabolome database (HMDB), http://hmdb.ca/ and KEGG database (https://www.genome.jp/kegg/) was used to identify molecules with candidate formulae. Further confirmation was performed by MS/MS analyses. MS/MS spectra of peaks were compared to the MS/MS data registered in the MassBank (http://www.massbank.jp) and m/z cloud database (https://www.mzcloud.org/). Some candidate molecules were confirmed by the LC retention time and MS/MS spectra of authentic compounds.

### Mice and diet

HR-1 hairless mice were purchased from Hoshino Experimental Animal Centre (Yashio, Japan) *rag-1* KO mice were purchased from The Jackson Laboratory. All mice were kept in a specific-pathogen-free facility in the animal facility of Hiroshima University. Experiments and procedures were performed in accordance with the Institutional Animal Care and Ethics Review Committee for Animal Experimentation of Hiroshima University.

Animals had free access to food and water and were maintained on standard pellet diet (AIN-93G, Research Diets, Inc.) unless otherwise indicated. For the experiments of breast milk feeding, pregnant mice were given a powdered chow (D10012G, Research Diets Inc.) as normal diet. For groups designed as PA milk and OA milk, immediately after birth, powdered chow was changed to a diet high in saturated or high in unsaturated fatty acids by supplementing with an additional 8% (w/w) of palmitic acid (PA, Tokyo Chemical Industry Co. Ltd, Tokyo, Japan) or 8% (w/w) of oleic acid (PA, Tokyo Chemical Industry Co. Ltd, Tokyo, Japan) to the normal diet. Food was returned to normal diet when offspring mice started to wean and feed on their own. The casing of the food and cages were designed to enable access only by the lactating mothers but not the pups.

### Skin analysis and dermatitis scoring

The scoring of dermatitis was evaluated at 15 weeks post-weaning based on the development of 1) erythema/haemorrhage, 2) scarring/dryness, 3) oedema, 4) excoriation/erosion. The skin severity score was defined as the sum of the individual scores as 0 (none), 1 (mild), 2 (moderate), and 3 (severe). Skin moisture and transepidermal water loss(TEWL) were determined using the Delfin MoistureMeterSC and Delfin VapoMeter, respectively.

### Gut and skin lymphocytes isolation

The IEL and LP lymphocytes were isolated and collected separately. Briefly, small intestines were removed from mice, flushed of luminal contents and trimmed of excess fat and connective tissue. The small intestines were opened longitudinally, washed in cold phosphate buffered saline (PBS) and cut into smaller pieces (0.5 cm). Intestinal pieces were then incubated in HBSS media containing 5% FBS, 0.145 mg/mL of EDTA (Sigma) and 5 mM of DTT (Sigma) at 37 °C on a rotating shaker (200 rpm) for 30 min. After incubation, intestinal pieces were gently vortexed for 5 s and supernatants were collected into a separate 50 mL conical tube through a 70 µm strainer. Cell pellets were obtained by centrifugation, suspended in 7 mL of 30% Percoll (GE healthcare) and slowly dispensed onto a layer of 3 mL of 70% Percoll. Percoll gradient centrifugation was performed at 1,500 rpm at 20 °C for 20 min. IEL at the interphase layer of Percoll gradient centrifugation was collected, washed and suspended in FACS buffer containing anti-Fc receptor monoclonal antibody (mAb). Viable cells were counted with trypan blue staining. LP lymphocytes were prepared by digestion of finely minced intestinal pieces remaining after IEL isolation with RPMI 1640 media containing 5 mg/mL of collagenase type IV (Sigma), 1 mg/mL of Dnase I (Sigma), MgCl_2_ (Sigma) and CaCl_2_ (Sigma) in a 37 °C shaker at 200 rpm for 50 min. After digestion, suspension was collected through a 70 µm, then a 40 µm strainer and further enriched by centrifugation over a 40% Percoll gradient. Cell pellets were washed and suspended in FACS buffer containing anti-Fc receptor mAb and counted for viability. For lymphocyte isolation from skin, epidermal and dermal tissues were separated mechanically after 2 h of incubation with 0.15% trypsin–EDTA (0.27 mM) at 37 °C. Tissues were finely minced with scissors and collected with complete media, washed and filtered through a 40 μm strainer. This was repeated two times, pooling all released cells. For dermis, minced tissues were treated with collagenase (sigma) and Dnase I (sigma) for 40 min at 37 °C. Cell pellets were suspended in FACS analysis buffer for antibodies staining and FACS analysis.

### Flow cytometry

For intracellular staining, isolated gut and skin lymphocytes were counted for viable cells (1 × 10^6^) and stimulated with PMA (50 ng/mL) and ionomycin (1 μg/mL) for 3 h at 37 °C. Cells were further incubated for 2 h with Golgi stop solution (containing Monesin, final concentration 1 µM), washed with PBS, before surface antigens staining with Thy1.2 (BD, Pharmingen, Clone: 30-H12) and streptavidin conjugated linear markers; NK1.1 (Biolegend, Clone PK136), TCRγδ (BD pharmingen, Clone: GL3), CD11b (BD Pharmingen, Clone: M1/70), CD8α (BD Pharmingen, Clone: 53–6.7), CD19 (ebioscience, Clone: eBio1D3), GR-1 (BD, Clone: RB6-8C5), and Ter119 (BD Pharmingen, Clone: Ter-119) at 4 °C for 15 min. Cells were then incubated with fixation solution (Cytofix, BD) at 4 °C for 50 min, washed twice and stained with intracellular antibodies; RORγt (BD Horizon, Clone: Q31-378), Gata3 (BD Pharmingen, Clone: L50-823), IL-5 (Biolegend, Clone: TRFK5), IL-13 (ebioscience, Clone: eBio13A), IL-17A (Biolegend, Clone: TC11-18H10.1), and IL-22 (Biolegend, Clone: Poly5164) antibodies at 4 °C in the dark for 30 min. Cells were analysed using FACS Canto II or FACS Fortessa II (BD, Biosciences). Cells sorting was performed using FACS Aria III cell sorter (BD, Biosciences). Flow cytometry data were analysed by FlowJo software (version 10.7.1; https://www.flowjo.com/solutions/flowjo).

### Histological and immunohistological staining

Mice skin and small intestines were fixed in formalin (4% neutral buffered formaldehyde) for 24 h, paraffin-embedded and sectioned at 4 µm thickness. For histochemical staining, sections were deparaffinized and rehydrated through xylene and serial dilutions of ethyl alcohol to distilled water. Haematoxylin–eosin (HE) and toluidine blue staining was performed according to the standard procedure. Frozen sections were prepared by standard cryostat procedures. Specimens were stained with Oil Red O and counterstained with haematoxylin. For immunohistological staining, antigen retrieval was performed by trypsin treatment at room temperature for 20 min. For detection of IgE, sections were incubated with AP conjugated anti-IgE mAb (SouthernBiotech) at 4 °C overnight, followed by DAKO’s fuchsin substrate chromogen system and counterstained with HE or toluidine blue. Immunohistochemistry analysis of IL-17A pAb (abcam, ab91649), IL-22 pAb (abcam, ab18499) was developed using the HRP/DAB (ABC) detection IHC kit (abcam, ab64261) Images were taken with BZ-9000 BioRevo (Keyence) microscope at 100X magnification. Combinations of primary and secondary antibodies used for immunofluorescence were as follows: IL-1β pAb (Invitrogen, P420B), NLRP3 mAb (Invitrogen, PA5-20,838), TSLP pAb (Invitrogen, PA5-20,321), IL-33 pAb (Invitrogen, PA5-20,398), RORγt (Invitrogen, PA5-23,148), Bodipy FL C16 (D3821), Alexa Fluor PLUS 488 (Invitrogen, A32731), and CF660R (Biotium). Slides were mounted with ProLong Diamond Antifade Mountant with DAPI (Invitrogen). Immunofluorescence images were taken with Axiovert 200 fluorescence microscope (Carl Zeiss).

Quantification of immunofluorescence and Oil-Red O staining images were performed by image-j software^108,109^. (version 1.53 ; https://imagej.nih.gov/ij/index.html).

### Quantitation of immunoglobulins and cytokines in serum

Blood sampling of mice was collected via cardiac puncture, and serum was obtained by centrifugation after incubating whole blood for 30 min at 37 °C. Immunoglobulin isotyping of blood sera was performed using the mouse immunoglobulin isotyping panel FlowCytomix 6plex Kit and IgE FlowCytomix Simplex Kit (eBioscience). Immunoglobulin titres were calculated using the FlowCytomix Pro Analysis software (eBioscience). For OVA-specific IgE analysis, mice at the age of 5 weeks were immunized with 10 μg Ovalbumin in 1 mg of alum adjuvant via intraperitoneal injections. The second and third boost of OVA-alum were administered at one-week intervals consecutively from the initial immunization. Blood sera was sampled at three intervals, before initial immunization, before second boost and one week after the second boost. OVA-specific IgE levels in serum were determined using the DS mouse IgE ELISA (OVA) (DS Pharma Biomedical). Cytokine levels were detected using the Mouse Th1/Th2/Th17/Th22 13plex Flow Cytomix Kit (eBioscience) according to the manufacturer’s protocol. Cytokine data were obtained by flow cytometry (FACS Calibur, BD Biosciences) and analysed using the FlowCytomix Pro Analysis software (eBioscience).

### Adoptive transfer and KikGr mice

Skin-to-skin adoptive transfer was performed by isolation of skin lymphocytes from donor mice and cell suspension prepared in PBS were directly injected into the dorsal skin of recipient mice at random spots. Adoptive transfer of gut ILCs isolated form donor mice were administered by i.v. injection through the tail of the recipient mice. Isolated gut ILCs were incubated with Qtracker 525 cell labelling (Invitrogen) for 1 h at 37 °C prior to i.v. into recipient mice. Qtracker-labelled cells on the dorsal skin of recipient mice was detected using an in vivo imaging system (NightOwl LB983, Berthold technologies). Transgenic KikGR mice were obtained from the RIKEN Bio Resource Centre. Survival surgeries were performed with proper anaesthetic and sterile technique. Mice were anaesthetised with isoflurane [1–3% (v/v) by inhalation] and the fur around the abdominal area was shaved and disinfected with ethanol before incision. The cecum was identified and the small intestine was gently externalized and localized of onto a towel with a piece of sterile foil underneath and moistened with saline. Peyer patches were covered with small foil strips, as well as the other body parts to shield from the exposure of UV light. The small intestine was irradiated with violet light at both sides (150 mW/cm^2^, 50 s) using spot UV-curing equipment (SP11; USHIO) fitted with a 436 nm g-line band-pass filter and a fiber optic cable (SF101-NQ). Light intensity was measured with a UIT-250 digital photometer (UVD-S405 detector; USHIO), and light source distance was set accordingly. After final irradiation, the abdominal cavity and skin were closed with 5–0 nylon suture. Analysis of KikGR immunofluorescence was observed with the in vivo imaging system (NightOwl LB983, Berthold technologies) and the ratio of photoconverted red to green fluorescence on the shaved dorsal skin was analysed with IndiGO software (version 2.0.5.0; https://www.berthold.com/en/bioanalytic/products/in-vivo-imaging-systems/nightowl-lb983/).

. Detection of fluorescence was performed by the settings of excitation at 470 nm for green, 530 nm for photoconverted red, respectively; and emission signals at 520 nm and 600 nm, respectively. Epidermis from the post-surgery KikGR mice were isolated, stained with antibodies for lineages, intracellular RORγt and analysed by FACS (BD LSRFortessa).

### RNA sequencing analysis

IEL and LP lymphocytes were isolated as described in the isolation methodology. ILC3s were sorted via the FACS ARIA III (BD) by cell population gated for lineage negative, CD4^+^, Thy1.2^+^, CD25^+^, and Nrp1^+^. Total RNA was prepared by using the Qiazol lysis buffer and miRNeasy Micro Kit (Qiagen). The purity of samples (RIN) were analysed on the Agilent 2100 Bioanalyzer System and quantified. cDNA libraries were constructed using the SMART-Seq v4 Ultra Low Input RNA Kit (Takara) for amplification and sequencing using standard Illumina protocols. Briefly, cDNA fragmentation was carried out by the CovarisS2 followed by preparation with the KAPA Library Preparation Kit (KAPA biosystems) and sequenced on an Illumina HiSeq 2500 (TruSeq DNA Sample Prep Kit v2, Illumina). The sequencing run was analysed with the Illumina CASAVA pipeline (v1.8.2), with demultiplexing based on sample specific barcodes. The reads were mapped onto the reference mouse genome mm10 using TopHat ver.2.1.1 in combination with Bowtie ver.2.2.8.0 and SAMtools ver. 0.1.18. Gene expression was quantified with Cufflinks ver. 2.2.1, and analyzed with KEGG pathway database^110^ The data sets are deposited in the Gene Expression Omnibus (GEO) repository under the accession number GSE 124182.

### Fecal sampling and 16S rRNA amplicon sequencing

Pregnant mice were co-housed in order to make their gut microbiota composition become similar before separation for feeding PA, OA, or ND diet feeding. Offspring mice were separated into cages with male and female according to their mother origin and feces were collected.

16S rRNA amplicon sequencing was performed as previously reported^111^. In brief, bacterial genomic DNA was isolated from 5 mg of freshly frozen feces, and PCR amplified V1-2 regions of the 16S rRNA gene was sequenced. The sequences were demultiplexed, quality filtered, and taxonomically assigned against Greengenes data base with RDP-classifier pipeline of the QIIME software package^112^. An operational taxonomic unit (OTU) was defined at 97% similarity. OTUs indicating relative abundance of under 0.1% were filtered to remove noise. The alpha-diversity and the beta-diversity calculated with the unweighted and weighted Unifrac distance were analyzed using the QIIME2 software package *(*version 2017.6; http://qiime.org). Relative abundance data were applied to LEfSe on Galaxy platform^113^ to identify specific gut microbial taxa with significant linear discriminant analysis effect size. Hi bulldozer.

### Statistical analysis for biological experiments

For biological experiment (non-omics) analyses, data were analysed using Prism 8 software (GraphPad, GraphPad Prism 8.4.3 ; https://www.graphpad.com/scientific-software/prism/) by one-way ANOVA with Newman–Keuls’s test. *P* < 0.05 was considered significant.

For gut microbiota analysis, data are represented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, One-way ANOVA with post-hoc Tukey’s multiple comparison test.

### Ethics

All experiments involving animals were performed in accordance with the ARRIVE guidelines. All animal experimental procedures were approved and authorized by the Institutional Animal Care /Animal Experiments Committee of Hiroshima University and complied with the guidelines for the care and use of laboratory animals at Hiroshima University.

## Supplementary Information

Supplementary Information.

## Data Availability

Raw RNA- sequencing data have been uploaded to the NCBI Gene Expression Omnibus (GEO) database under identifier GSE 124182. Other relevant data are available from the corresponding author upon reasonable request.

# Supplementary material for: Long-chain saturated fatty acids in breast milk are associated with the pathogenesis of atopic dermatitis via induction of inflammatory ILC3s
**Source:** Sci Rep. 2021 Jun 23;11:13109. doi: 10.1038/s41598-021-92282-0
**Supplement:** Supplementary file 1 — Supplementary Information.

## Supplementary Information

Supplementary Figs S1 to S13 and Tables 1 and 2

### Long-chain saturated fatty acids in breast milk are associated with the pathogenesis of atopic dermatitis via induction of inflammatory ILC3s

Weng-Sheng Kong<sup>1</sup>, Naohiro Tsuyama<sup>2,7†</sup>, Hiroko Inoue<sup>1</sup>, Yun Guo<sup>1</sup>, Sho Mokuda<sup>3</sup>, Asako Nobukiyo<sup>4</sup>, Nobuhiro Nakatani<sup>5</sup>, Fumiya Yamaide<sup>6</sup>, Taiji Nakano<sup>6</sup>, Yoichi Kohno<sup>6††</sup>, Kazutaka Ikeda<sup>7†††</sup>, Yumiko Nakanishi<sup>8,9,10</sup>, Hiroshi Ohno<sup>8,9,10,12</sup>, Makoto Arita<sup>7</sup>, Naoki Shimojo<sup>6,12</sup>, & Masamoto Kanno<sup>1,11,12 \*</sup>

<sup>1</sup>Department of Immunology, <sup>2</sup>Analytical Molecular Medicine and Devices Laboratory, <sup>3</sup>Department of Clinical Immunology and Rheumatology, Graduate School of Biomedical and Health Sciences, <sup>4</sup> Natural Science Centre for Basic Research and Development, <sup>5</sup>Technical Center, Hiroshima University, Japan. <sup>6</sup>Department of Pediatrics, Graduate School of Medicine, Chiba University, Japan. <sup>7</sup> Laboratory for Metabolomics and <sup>8</sup> Laboratory for Intestinal Ecosystem, RIKEN Center for Integrative Medical Sciences (IMS), Japan. <sup>9</sup> Intestinal Microbiota Project, Kanagawa Institute of Industrial Science and Technology, Japan, <sup>10</sup> Immunobiology Laboratory, Graduate School of Medical Life Science, Yokohama City University, <sup>11</sup>AMED-SENTAN, <sup>12</sup>AMED-CREST Japan Agency for Medical Research and Development.

**Keywords:** Atopic dermatitis, type 3 innate lymphoid cells, breast milk, DAMPs

**a Cohort Study**  
Atopic dermatitis (AD) development in breastfed infants

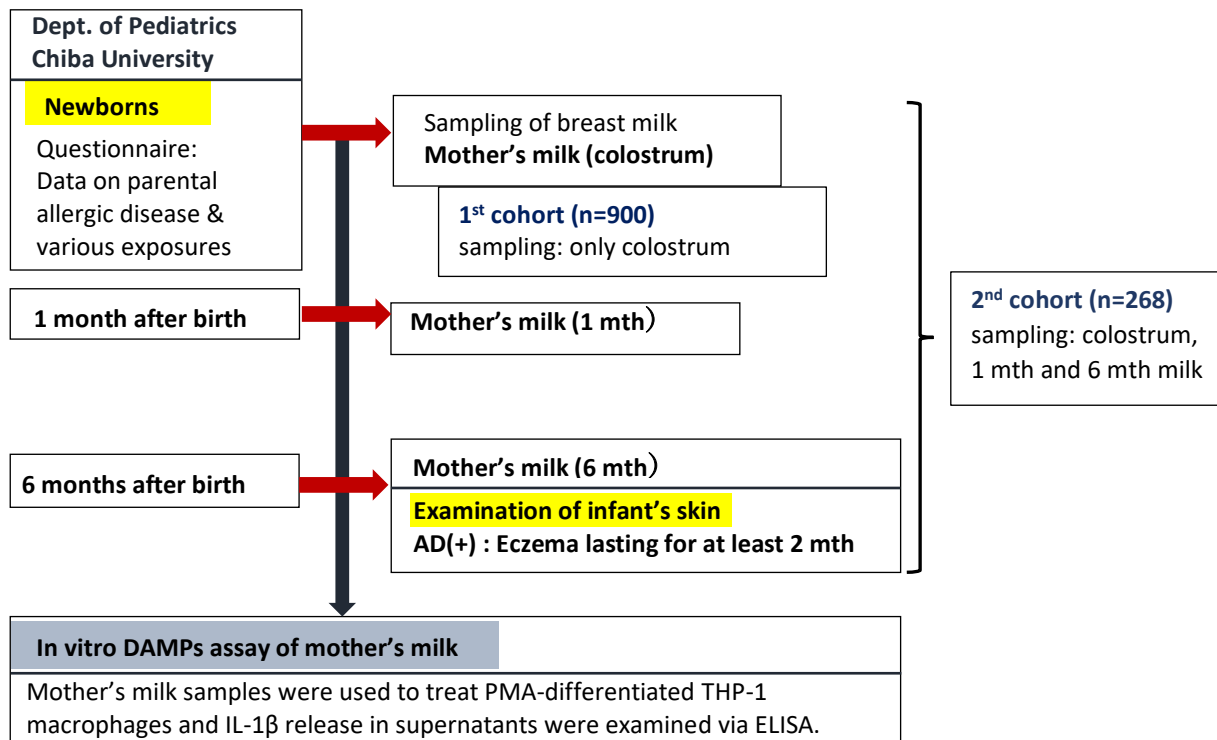

**b**

| Second cohort study (n=268 mothers)                                                 |                       |              |             |                |
|-------------------------------------------------------------------------------------|-----------------------|--------------|-------------|----------------|
| DAMPs assay<br>(IL-1 $\beta$ release)                                               | Mother's milk samples |              |             |                |
|                                                                                     | First milk            | Milk (1 mth) | Milk (6mth) | No. of samples |
| All negative                                                                        | -                     | -            | -           | 70             |
| All positive                                                                        | +                     | +            | +           | 23             |
| Positive for at least<br>one or more<br>combinations of the<br>sampling time points | +                     | +            | -           | 175            |
|                                                                                     | +                     | -            | -           |                |
|                                                                                     | -                     | +            | -           |                |
|                                                                                     | -                     | -            | +           |                |
|                                                                                     | -                     | +            | +           |                |
|                                                                                     | +                     | -            | +           |                |

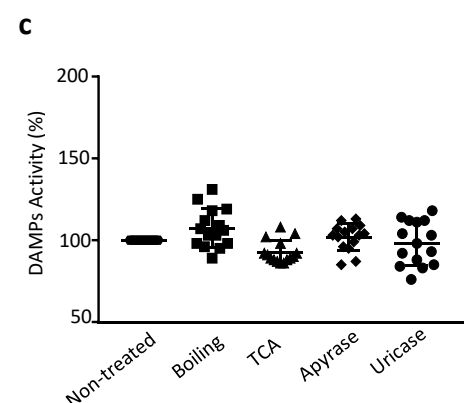

**Supplementary Fig S1.** Human cohort study reveals DAMPs activity in mother's milk of which infants developed atopic dermatitis. (a) Schematic flow chart depicting the collection of mother's milk and DAMPs assay. First cohort study group involved 900 new born infants, in which DAMPs analysis were performed only for mothers' milk collected at first milk. (b) Second cohort (n=268) involved analysis of DAMPs activity in mother's milk taken at first milk/ colostrum, 1 month and 6 months after birth. Infants skin condition were monitored and examined for atopic dermatitis at 6 months old and those with eczema lasting for at least 2 months were grouped as atopic dermatitis (AD+). Mother's milk shows ability to induce IL-1 $\beta$  production at least in one or combinations of the sampling time points. (c) Measurement of DAMPs activity in mother's milk with pre-treatment as indicated (n=15).

## PCA score plots

## Positive ion mode

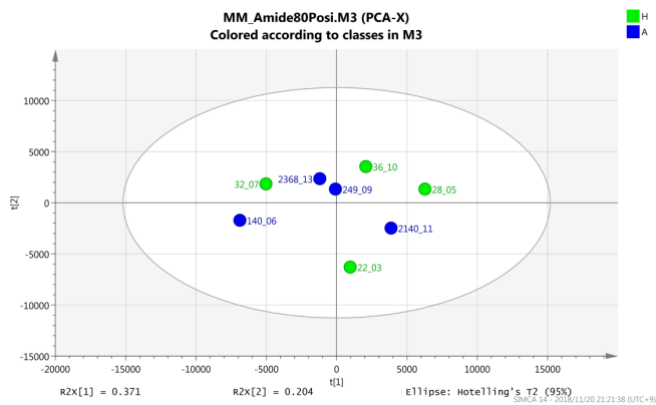

## OPLS-DA score plots

## Positive ion mode

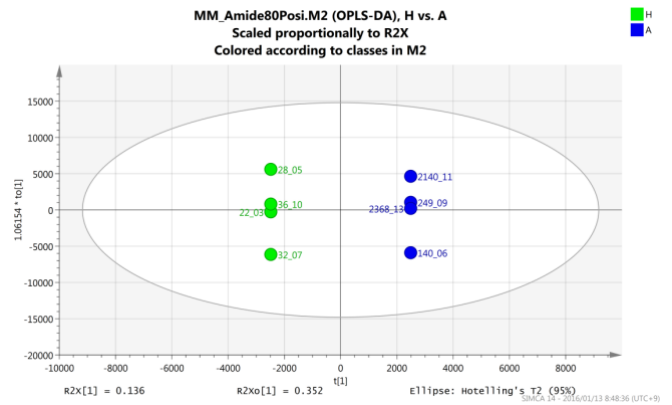

## Negative ion mode

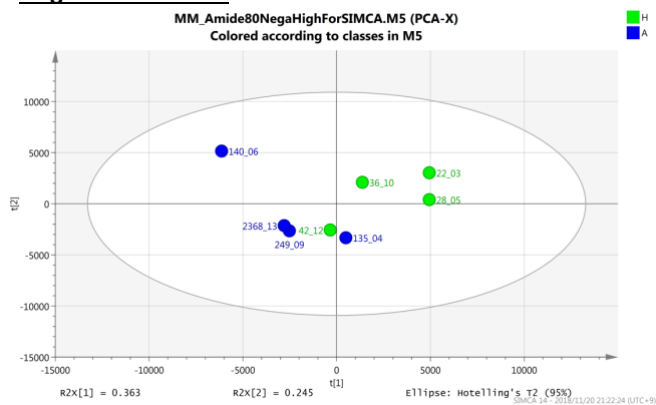

## Negative ion mode

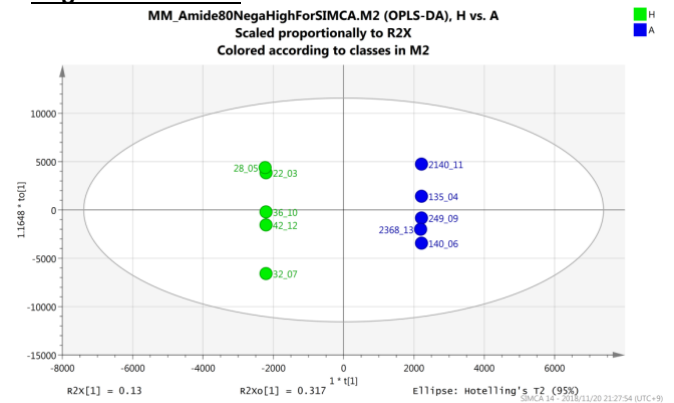

**Supplementary Fig. S2.** Multivariate analysis of maternal milk metabolome. To figure out the global metabolite similarity among samples, aligned peak list were normalized against total ion count of whole dataset and analyzed by principal component analysis (PCA) using SIMCA version 14. Score plot showed that metabolomic variations between normal and allergy samples were very small especially in positive ion mode, whereas the orthogonal partial least square (OPLS) analyses succeeded to separate the characteristic profile to each group indicating that small differences existed between groups.

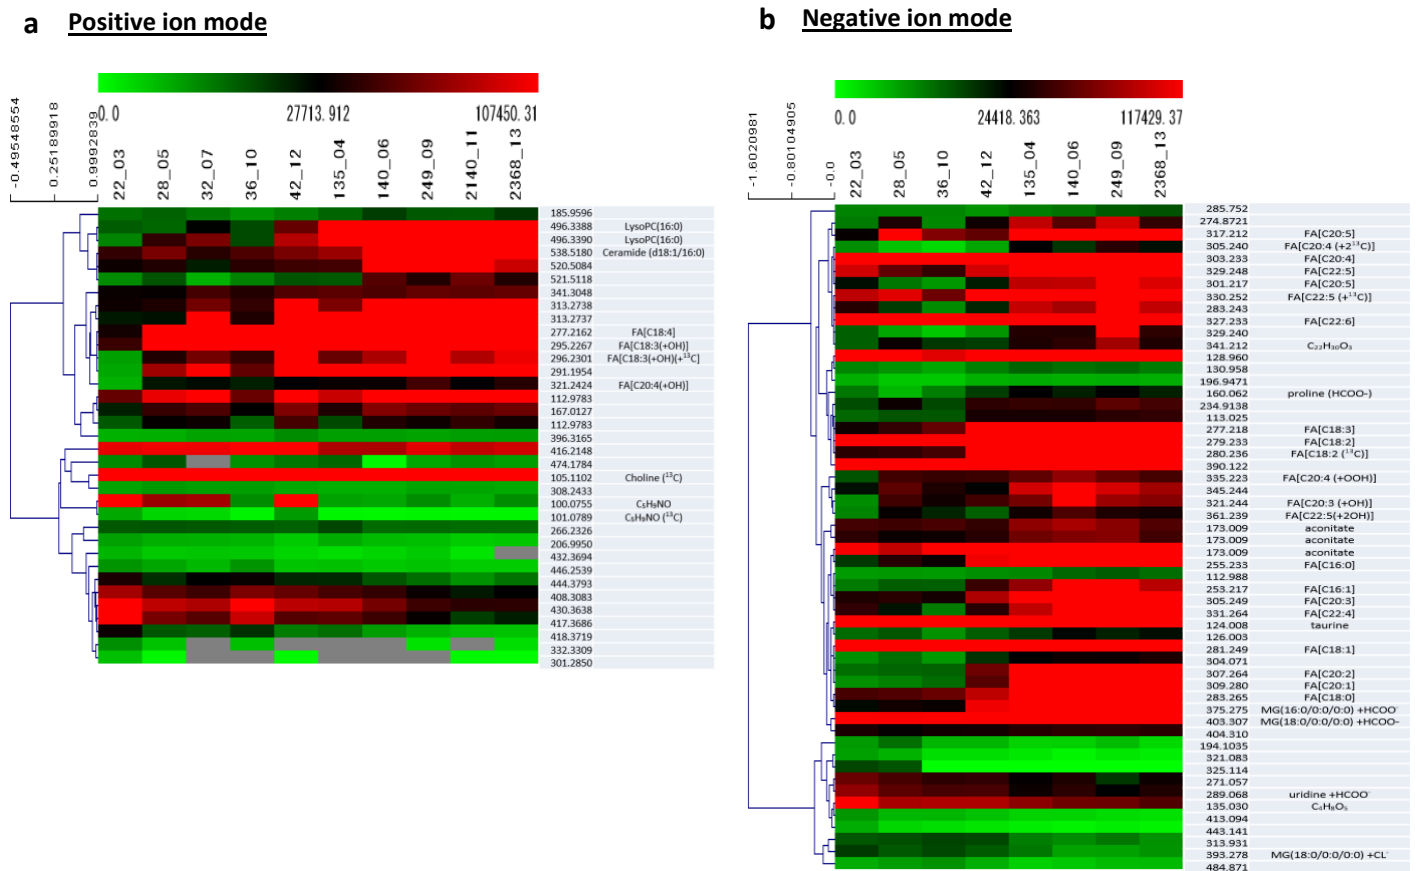

**Supplementary Fig. S3.** Heat map shows the changes in metabolites between maternal milk with healthy or AD(+) infants. Hierarchical clustering of differential metabolites. (a) positive ion mode and (b) negative ion mode. Differential peaks were applied on hierarchical clustering to draw heat maps using MeV. Correlation of peak values and color are indicated at the top. Red, high and green, low. Sample name are indicated in the top (22, 28, 32, 36, 42: healthy, 135, 140, 249, 2140, 2368: AD(+), numbers followed by sample name indicates the turn of analyses). M/Z and candidate name of every peak are indicated in the right, and sample name. **Data are analyzed with Xcalibur (version 4.3 , <https://www.thermofisher.com/jp/en/home.html>)**

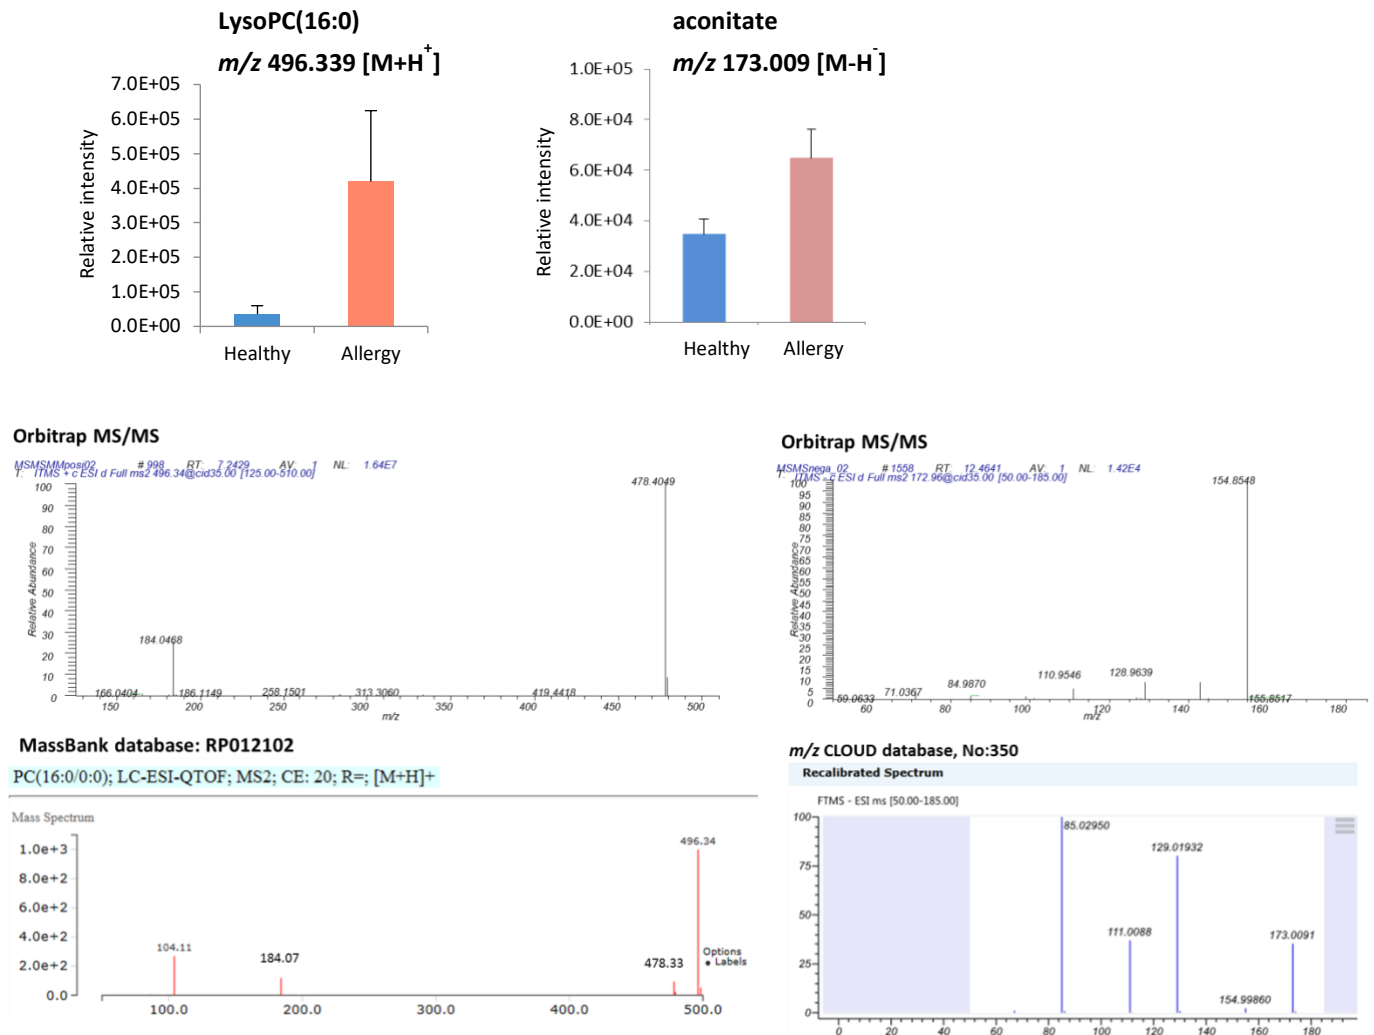

**Supplementary Fig. S4.** Comparison of MS/MS-identified differential peaks. Peak intensity of LysoPC and aconitate in healthy and allergy (AD+) milks ( $n=5$ , error bars indicate  $\pm$ SD). MS/MS spectra obtained from milk extracts are also indicated with the records in the databases (from MassBank for LysoPC and from m/z CLOUD for aconitate). MS/MS identified differential peaks ( $P<0.05$ ).

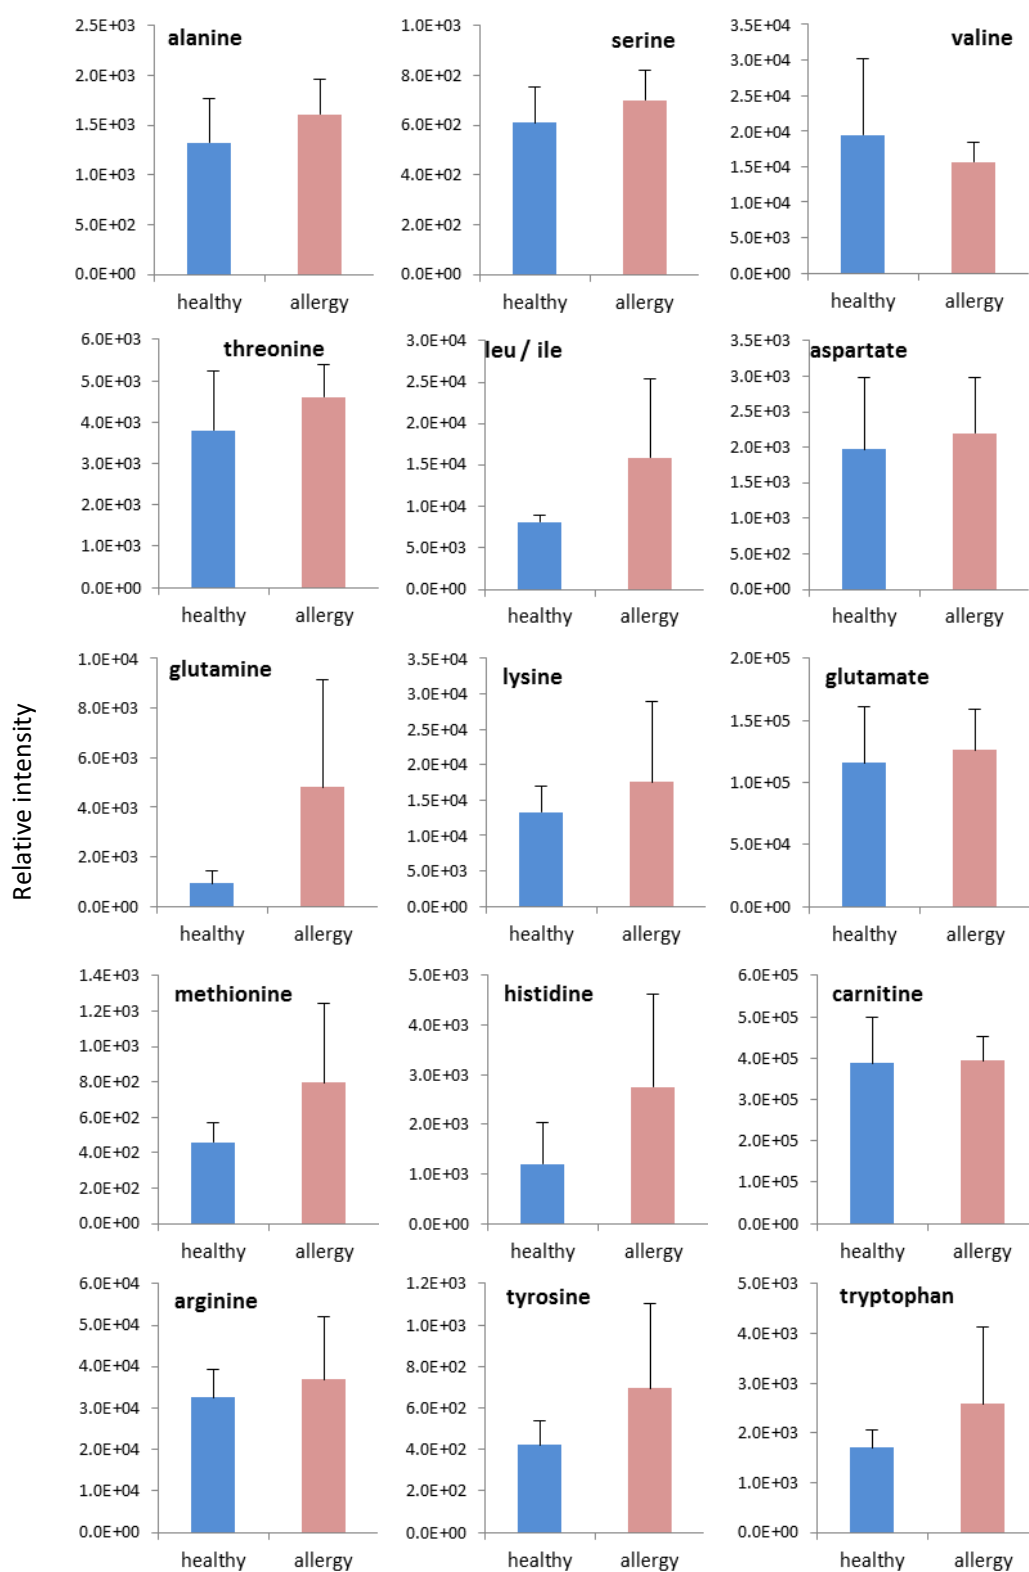

**Supplementary Fig. S5. Comparison and relative intensity of amino acids analyzed by HILIC column.** Difference of indicated amino acid peaks between healthy and allergy (AD+) milks show no statistical significance

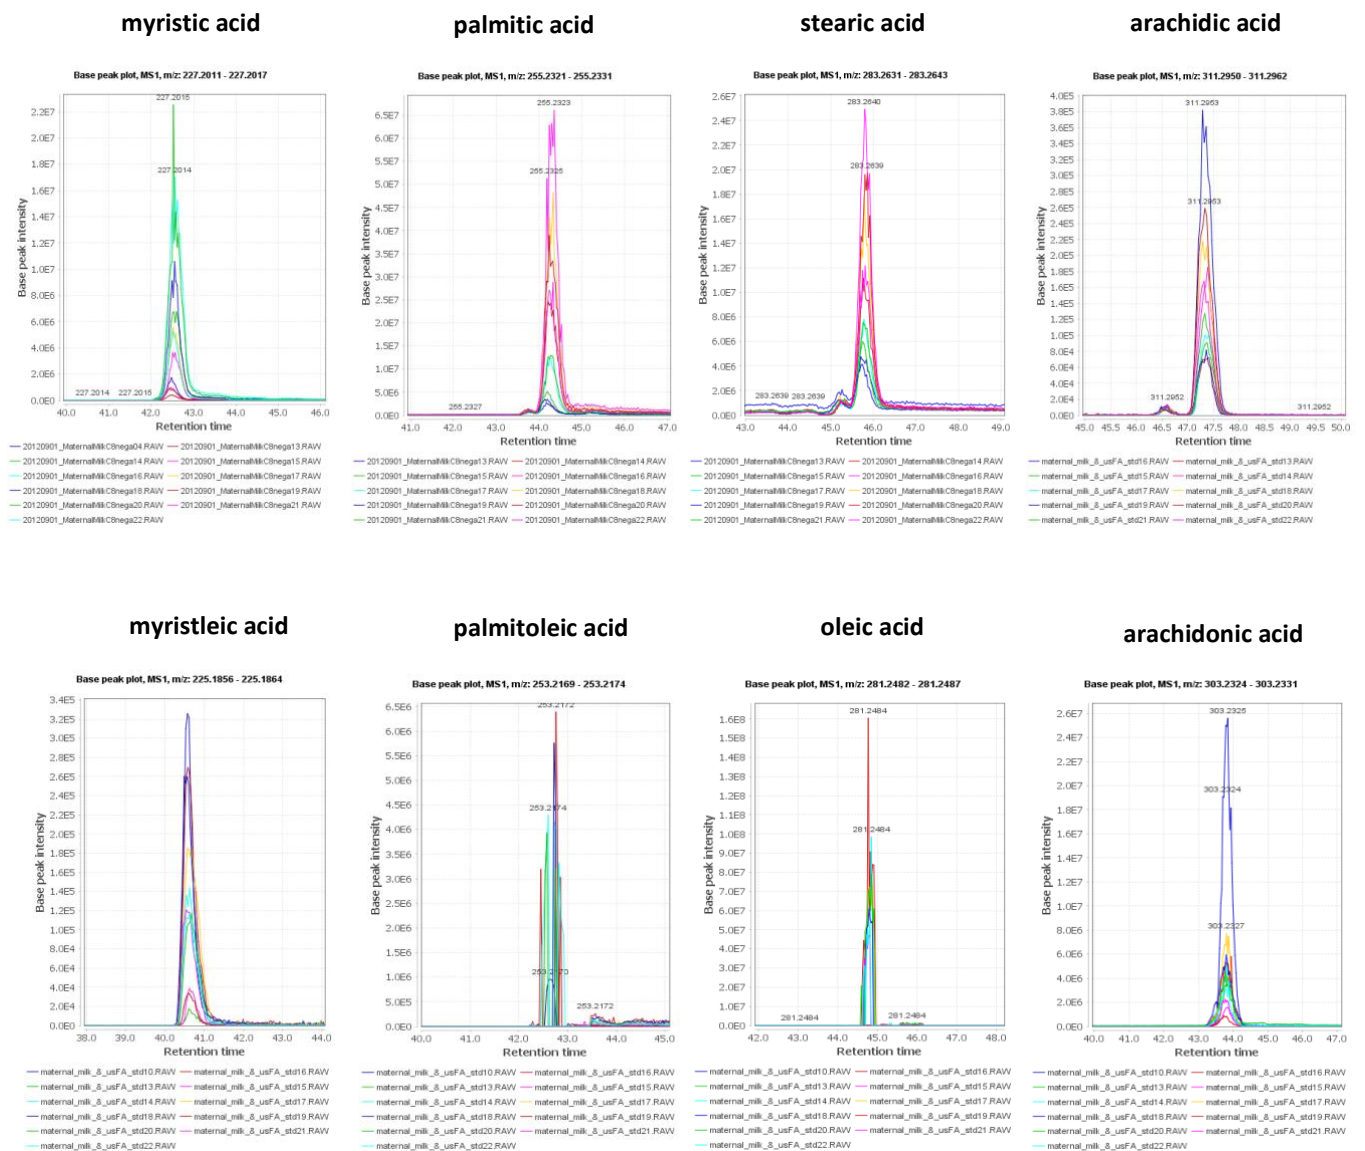

**Supplementary Fig. S6.** Ion chromatogram of fatty acids in standard material and milk samples. C8-separated ion chromatograms of corresponding fatty acids were indicated.

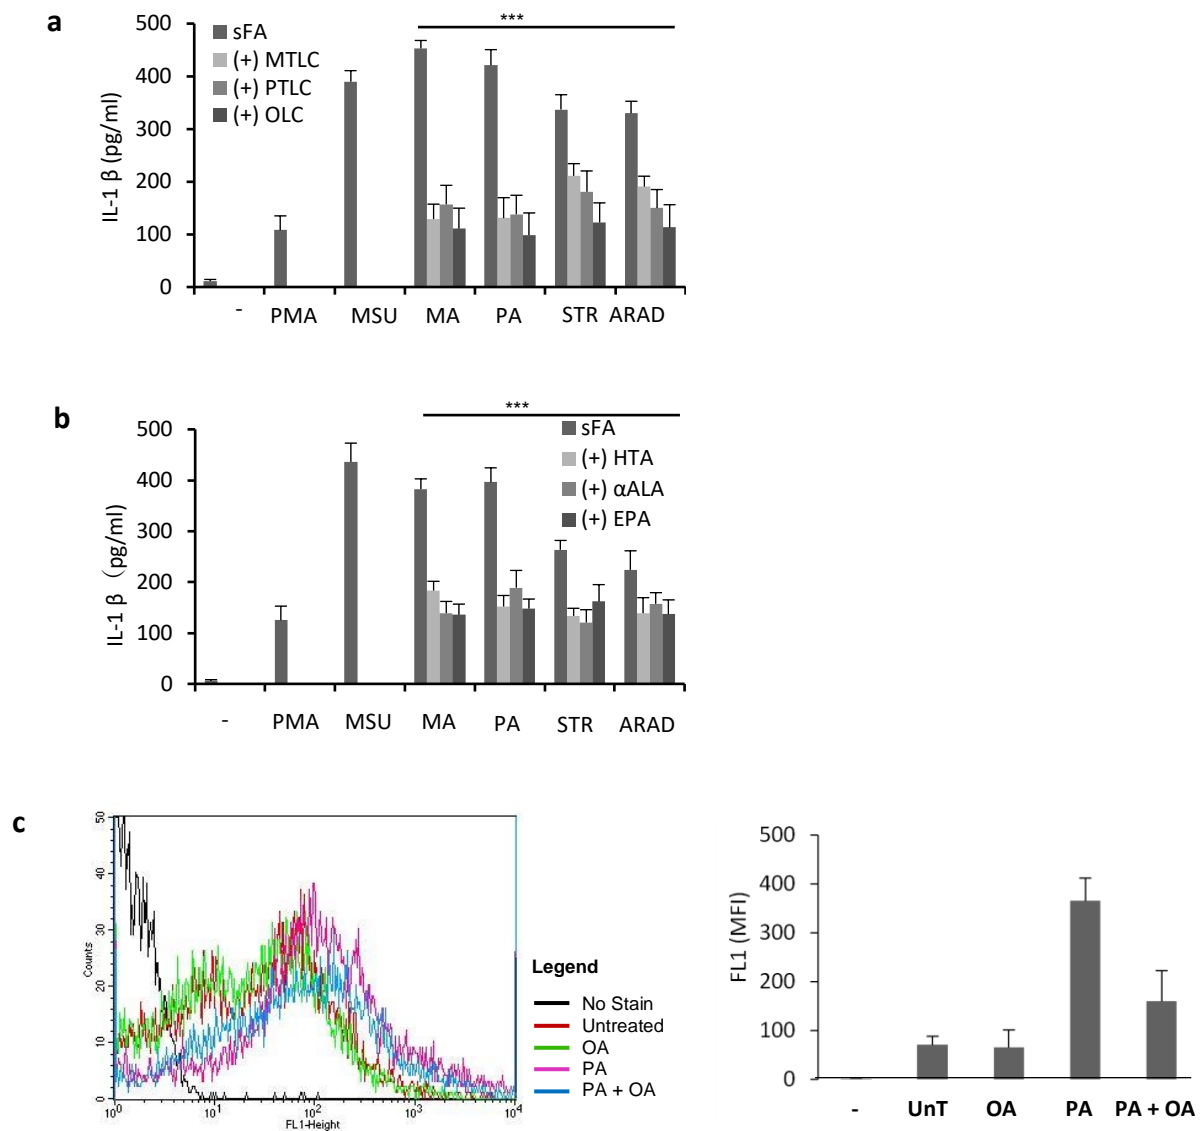

**Supplementary Fig. S7.** Long-chain saturated fatty acids are potent DAMPs but not long chain unsaturated fatty acids. PMA-differentiated THP-1 macrophages were treated with long-chain saturated fatty acids alone (MA: myristic acid, PA: palmitic acid, STR: stearic acid, Arachidic acid: ARAD, 100  $\mu$ M) or in the presence of (a) long-chain unsaturated fatty acids (MTLC: myristoleic acid, PTLC: palmitoleic acid, OA: oleic acid) or (b) omega-3 fatty acids (HTA: hexadecatrienoic acid, ALA:  $\alpha$ -linolenic acid, EPA: eicosapentaenoic acid) at 100  $\mu$ M, respectively. (c) Caspase 1 activity of treated cells were measured via flow cytometry using the caspase-1 specific substrate YVHDAP green kit (CaspasLux, Oncolmmunin, Inc) and FL1 means are presented as bar graphs (means  $\pm$  SD). . \* $P$  < 0.05, \*\* $P$  < 0.01, \*\*\* $P$  < 0.001, one-way ANOVA. Data are analyzed with FlowJo (version 10.7.1. <https://www.flowjo.com/solutions/flowjo/downloads>), and Prism 8 (version 8.4.3. <https://www.graphpad.com/scientific-software/prism/>)

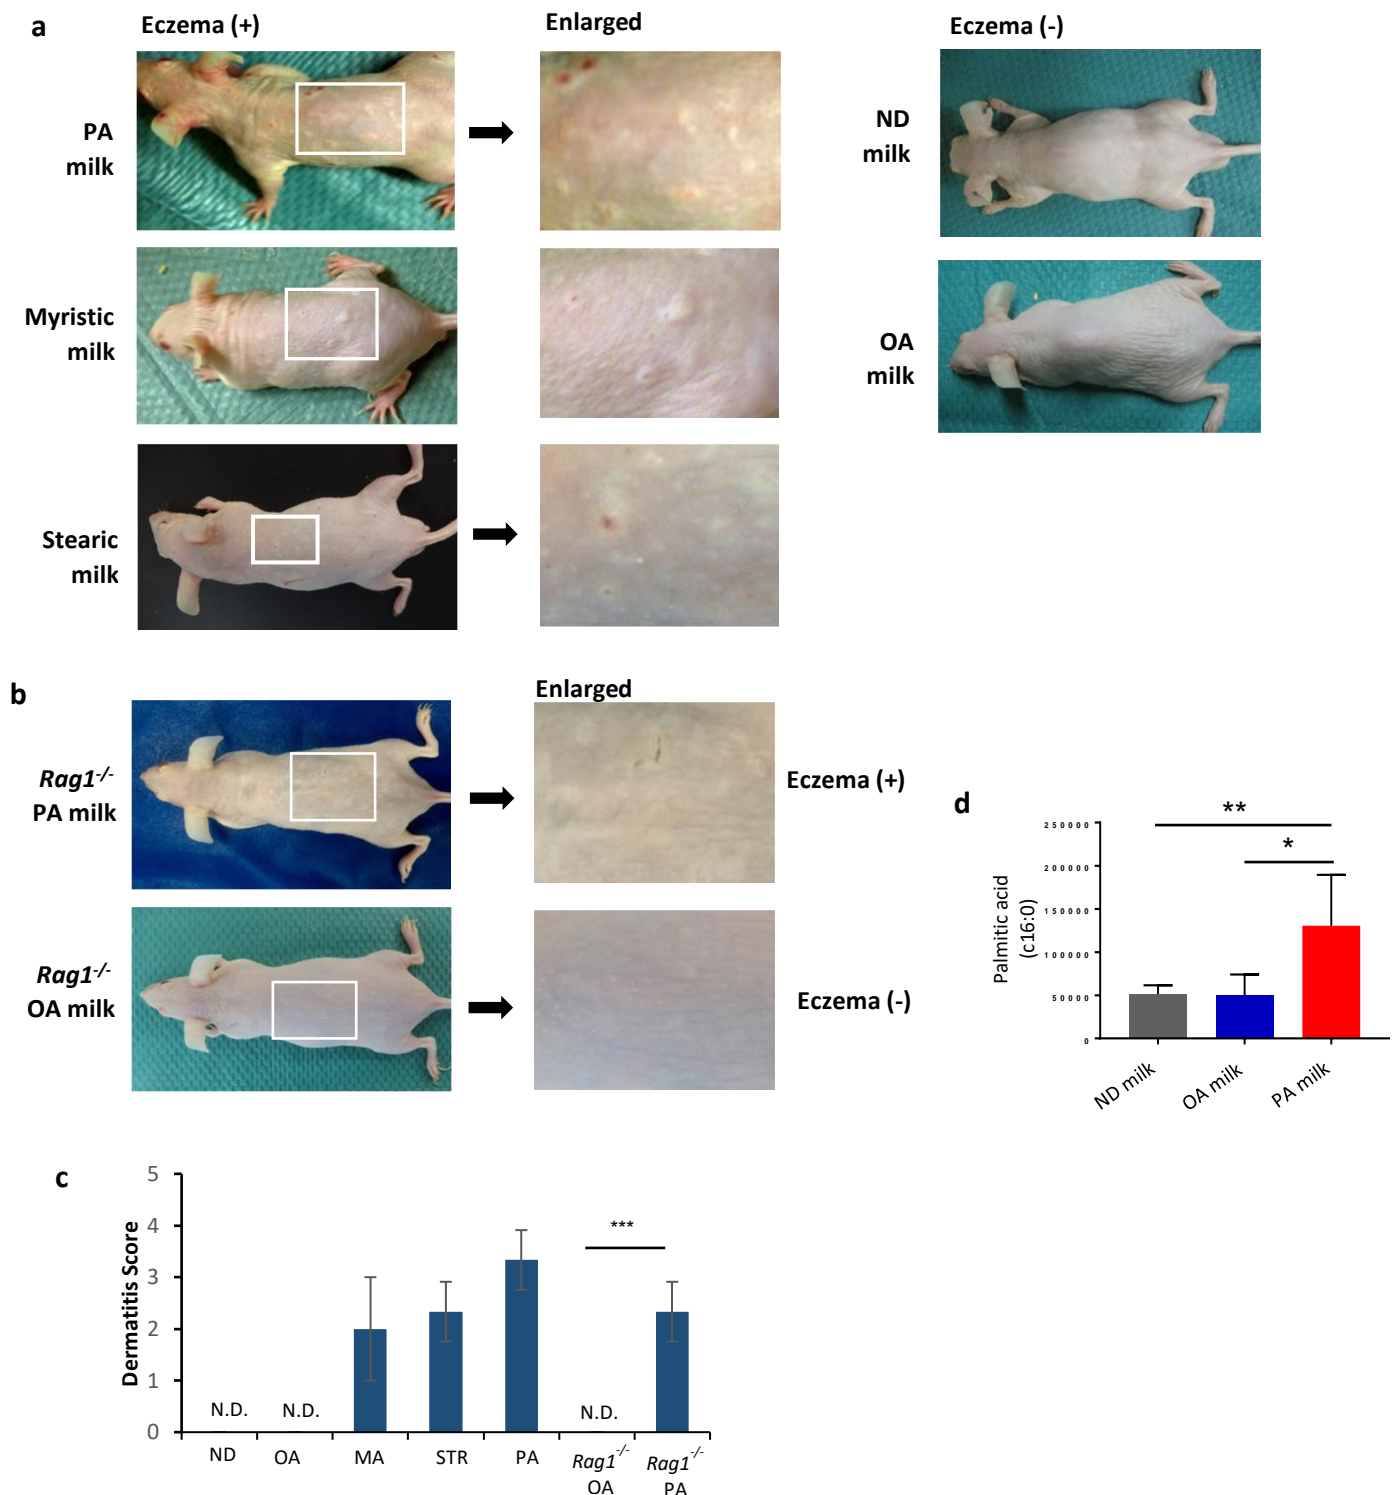

**Supplementary Fig. S8.** Milk high in long-chain saturated fatty acids increases incidence of atopic dermatitis in mice offspring. **(a)** Mice offspring fed with milk from mothers of high saturated fatty acids diet (palmitic acid, myristic acid and stearic acid) developed skin complications (eczema) at an average of 15 weeks post-weaning (p.w.). **(b)** HR-1 *Rag1* knockout mice were constructed by cross breeding of HR-1 mice to *Rag1*<sup>-/-</sup> B6 mice for at least 10 generations. Mice offspring of HR-1 *Rag1*<sup>-/-</sup> fed with milk from mothers of high PA diet developed eczema at an average of 15 weeks p.w. **(c)** Dermatitis score of mice fed by maternal mice of ND or high OA, STR, MA, or PA milk. (ND: normal diet, OA: oleic acid, STR: stearic acid, MA: myristic acid, PA: palmitic acid) All mice of ND, OA, and *Rag1*<sup>-/-</sup>OA did not develop any skin symptoms (dermatitis score 0, N.D. not detected). **(d)** Quantitation of palmitic acid (C16:0) in milk taken from lactating mice given diet high in palmitic acid (PA milk), oleic acid (OA milk) or normal diet (ND milk) (n=5 /group). Data are represented as mean ± SD. \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, one-way ANOVA. Data are analyzed with Prism 8 (version 8.4.3).

<https://www.graphpad.com/scientific-software/prism/>.

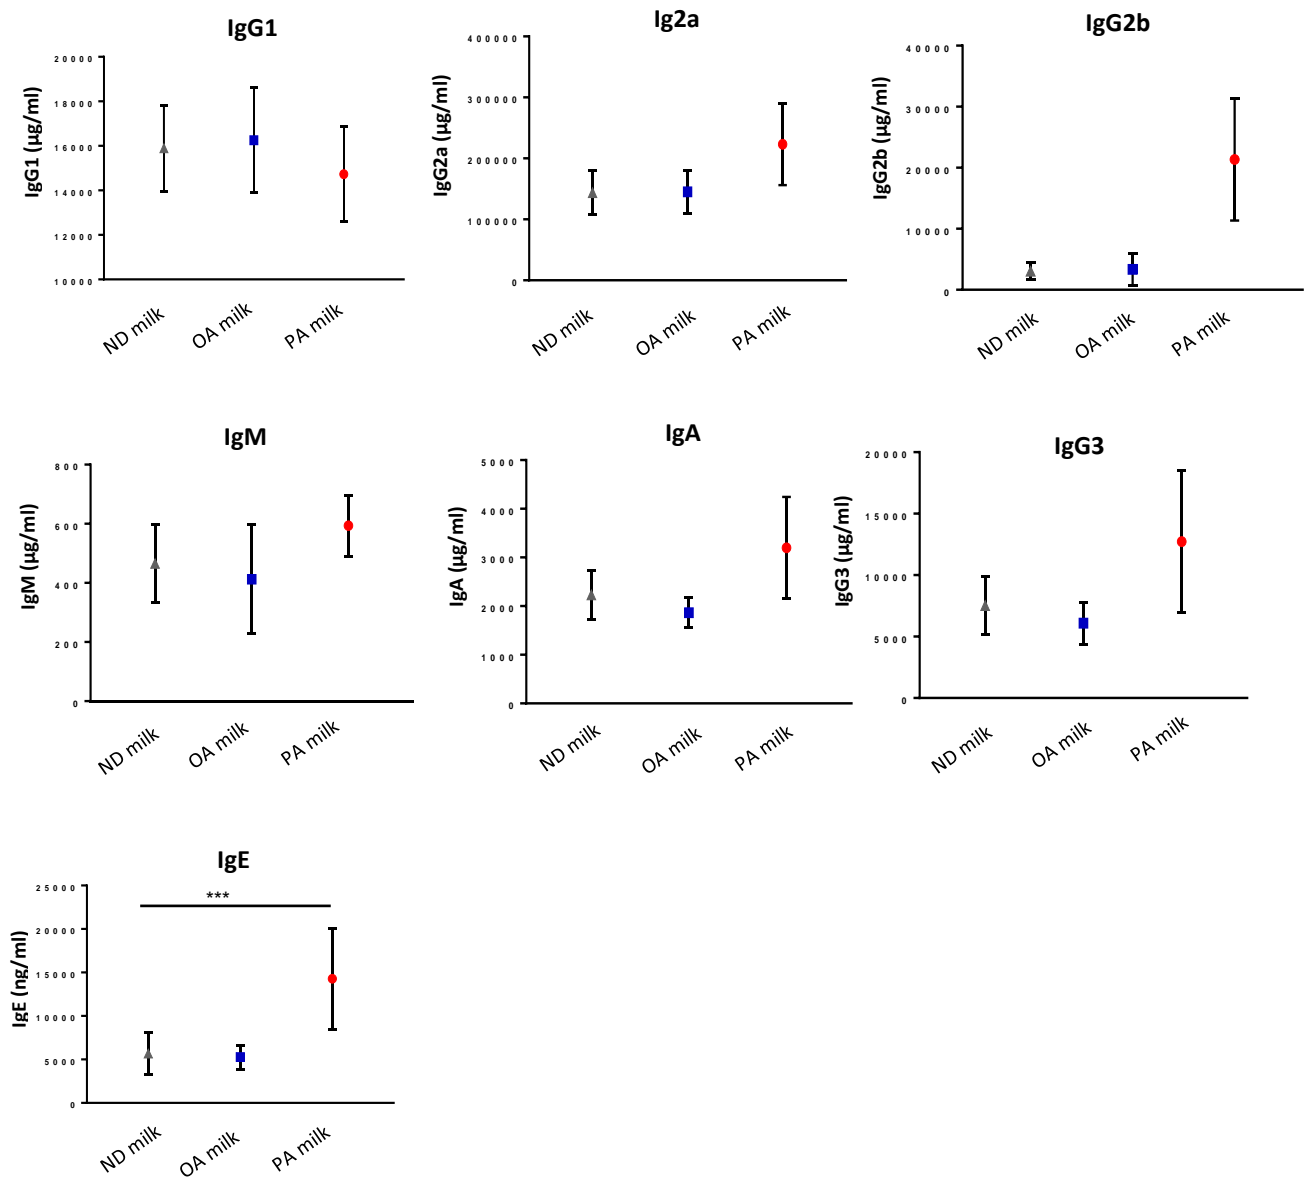

**Supplementary Fig. S9.** Quantitation of immunoglobulins in blood serum of ND milk, OA milk and PA milk at 15 weeks post-weaning with mouse immunoglobulin iotyping kit (6plex and IgE simplex, eBioscience). . \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , one-way ANOVA. Data are analyzed with Prism 8 (version 8.4.3. <https://www.graphpad.com/scientific-software/prism/>).

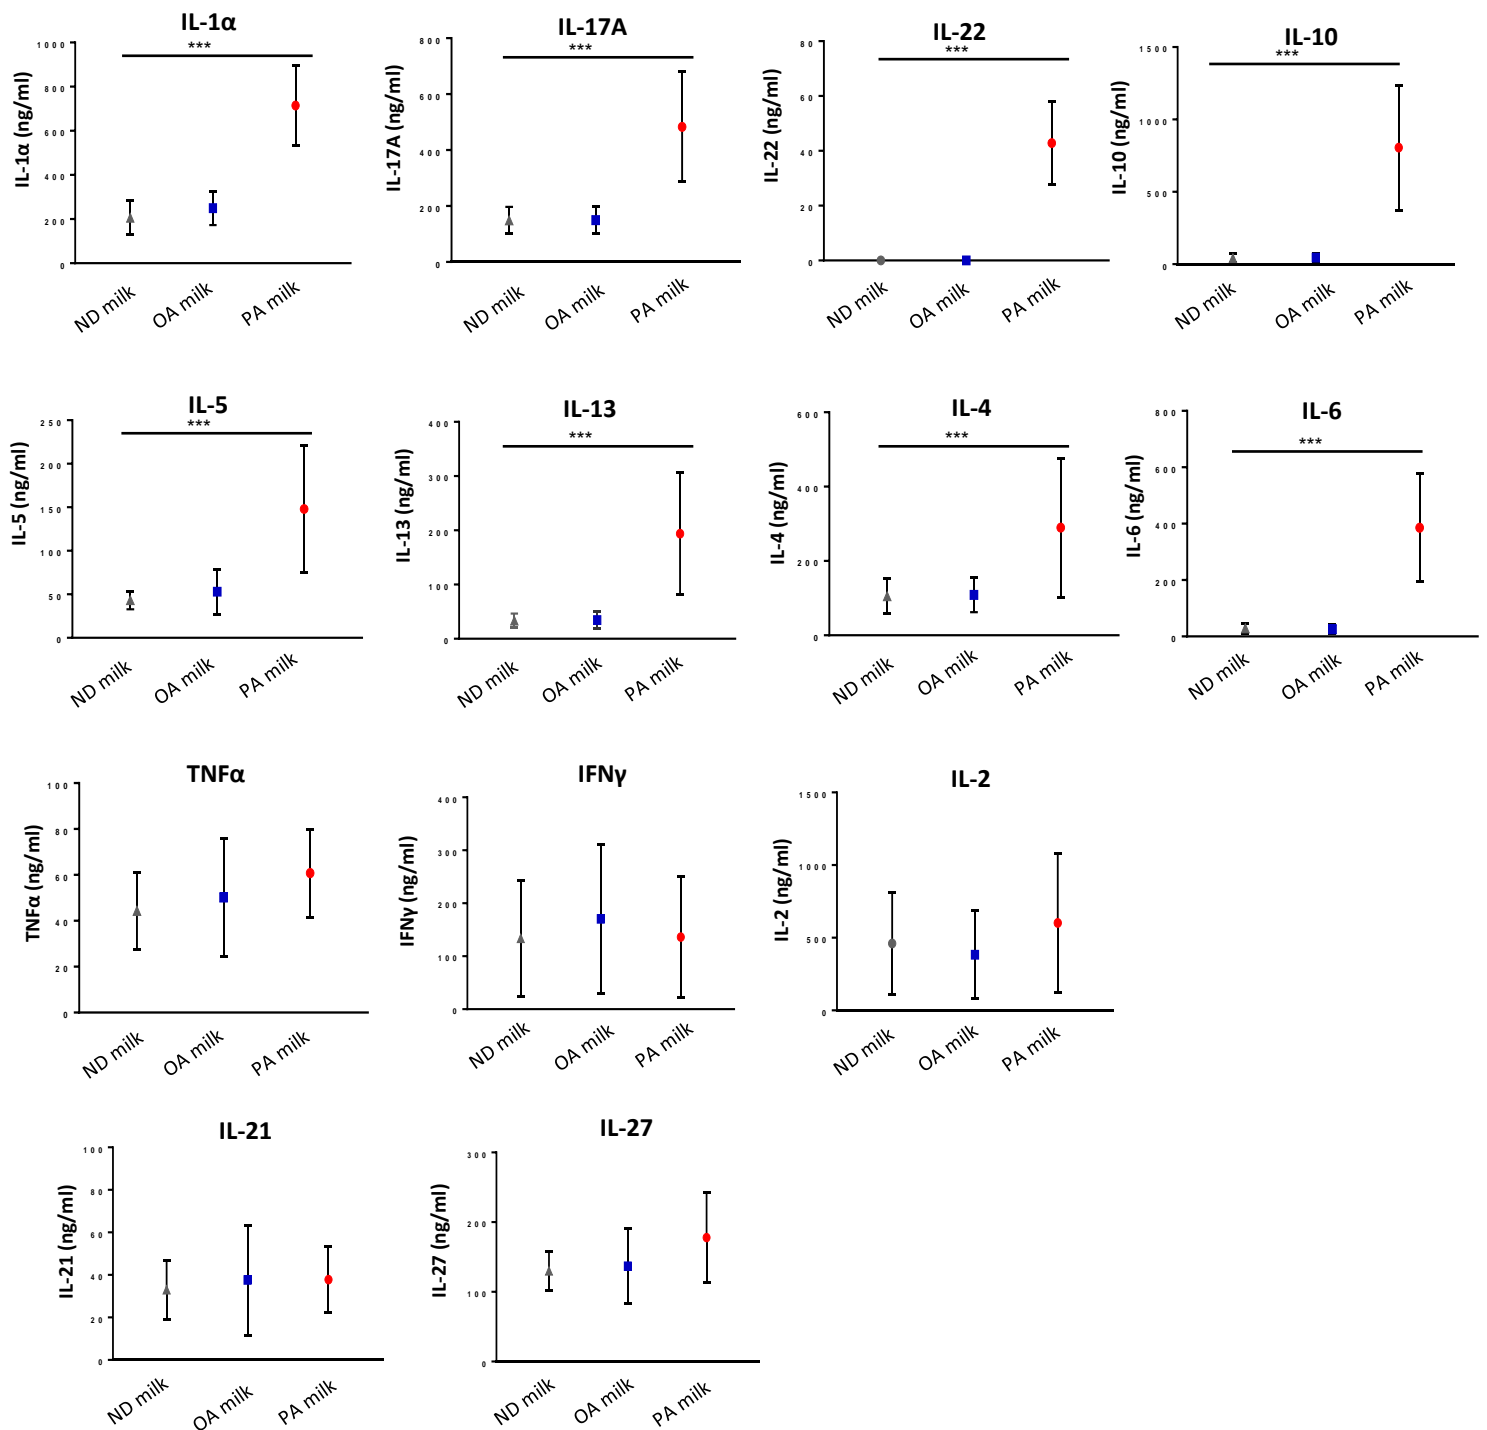

**Supplementary Fig. S10.** Quantitation of cytokines in blood serum of ND milk, OA milk and PA milk at 15 weeks post-weaning with mouse cytokine panel kit ( LEGENDplex™ mouse Th cytokine panel, Biolegend). . \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , one-way ANOVA. Data are analyzed with Prism 8 (version 8.4.3. <https://www.graphpad.com/scientific-software/prism/>).

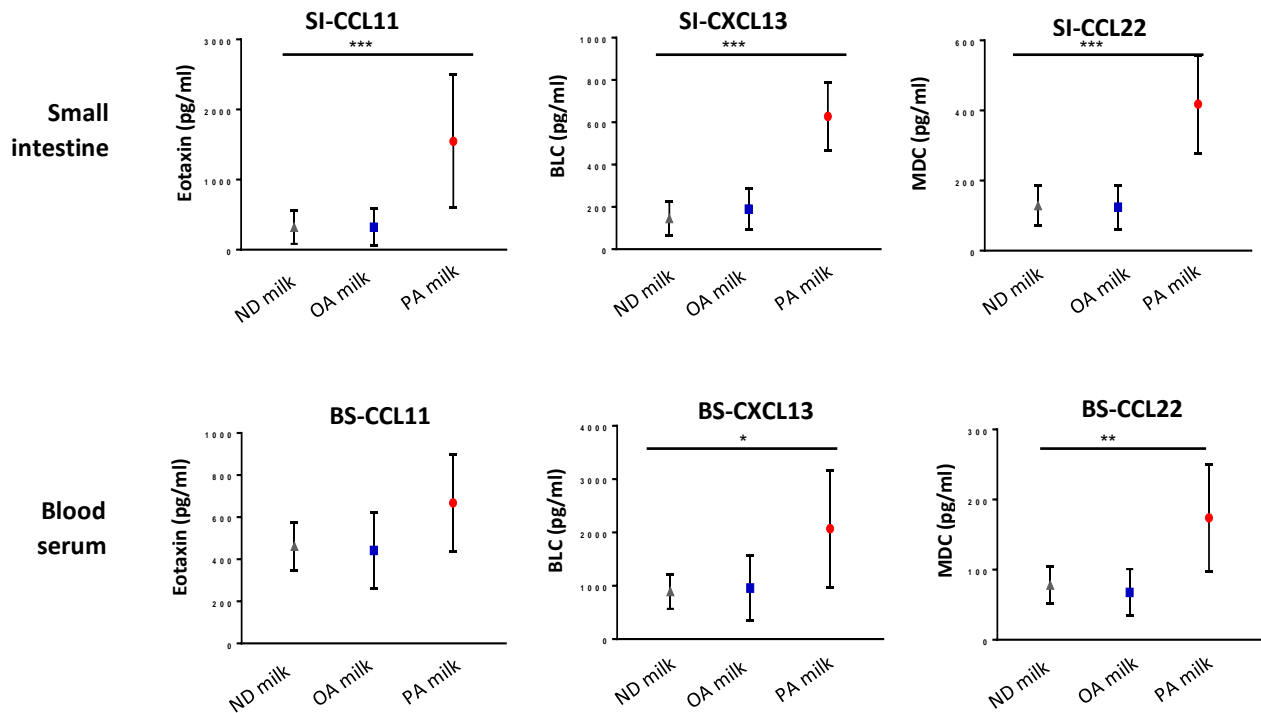

**Supplementary Fig. S11.** Quantitation of chemokines in small intestine extracts and blood serum of ND milk, OA milk and PA milk at 15 weeks post-weaning with mouse chemokine panel kit (LEGENDplex™ mouse proinflammatory chemokine panel, Biolegend). . \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , one-way ANOVA. Data are analyzed with Prism 8 (version 8.4.3. <https://www.graphpad.com/scientific-software/prism/>).

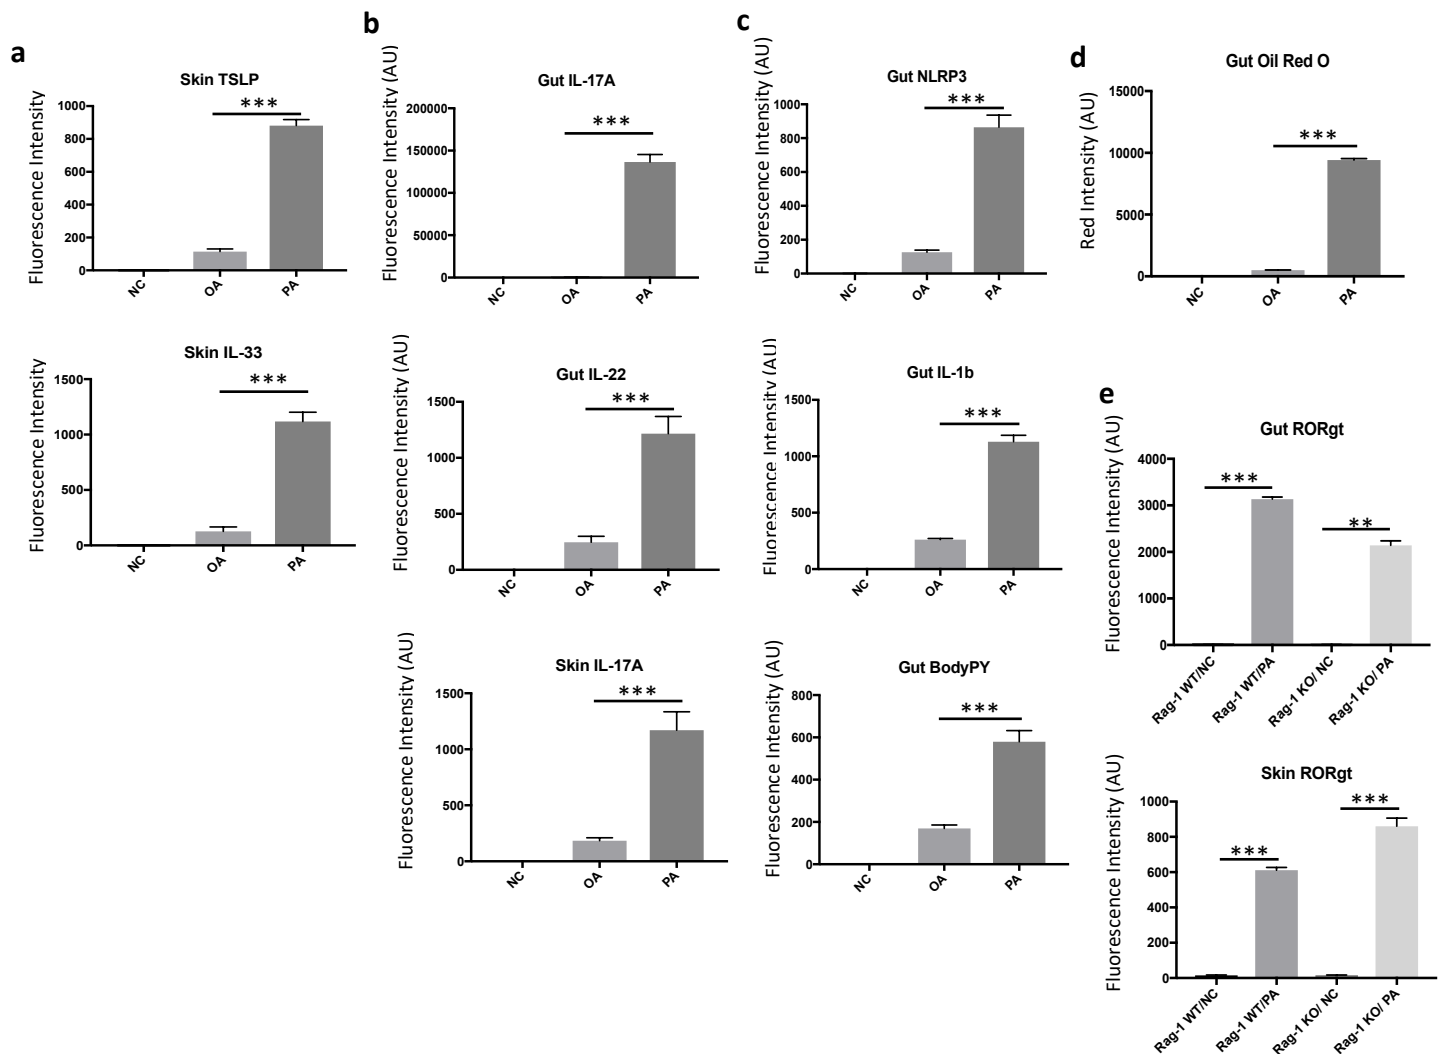

Supplementary Fig. S12

(a-c, e) Quantitation of fluorescence intensity by Image-j, in relation to the immunofluorescence staining of intestine and skin (Fig 5B, 5E, 6A, and 7G). (d) Quantitation of Oil-Red O stain (Fig 6b) by image-J. Data are represented as mean  $\pm$  SD. \* $P$  < 0.05, \*\* $P$  < 0.01, \*\*\* $P$  < 0.001, one-way ANOVA. Data are analyzed with Prism 8 (version 8.4.3. <https://www.graphpad.com/scientific-software/prism/>).

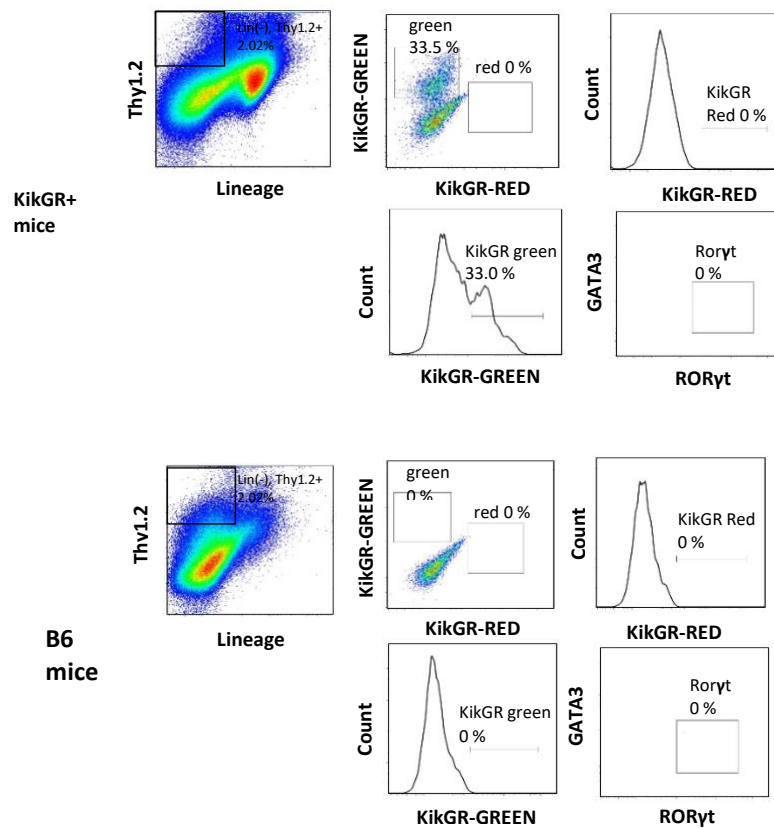

**Supplementary Fig. S13.** FACS Analysis of fluorescence expression in KikGR positive and B6 mice. Cells from the dorsal skin (dermis) were isolated and intracellularly stained for RORYt. Representative FACS analysis of isolated skin lymphocytes, gated for lineage -, Thy1.2 +, RORYt +(ILC3s), KikGR green and red fluorescence. Data are analyzed with FlowJo (version 10.7.1. <https://www.flowjo.com/solutions/flowjo/downloads>)

## Supplementary Tables

Supplementary Table 1: Positive and negative ion mode analysis of milk samples

## Positive ion mode

| <i>m/z</i> | retention time (min) | fold change (allergy/normal) | candidate name [M+H] <sup>+</sup>                   |
|------------|----------------------|------------------------------|-----------------------------------------------------|
| 100.076    | 1.93                 | 0.10                         |                                                     |
| 101.079    | 2.06                 | 0.16                         | C <sub>5</sub> H <sub>9</sub> NO ( <sup>13</sup> C) |
| 105.110    | 9.74                 | 0.64                         | Choline ( <sup>13</sup> C)                          |
| 112.978    | 1.37                 | 1.14                         |                                                     |
| 112.978    | 1.36                 | 1.34                         |                                                     |
| 167.013    | 1.36                 | 1.31                         |                                                     |
| 185.960    | 9.99                 | 1.31                         |                                                     |
| 206.995    | 8.43                 | 0.85                         |                                                     |
| 266.233    | 1.05                 | 0.94                         |                                                     |
| 277.216    | 1.17                 | 1.93                         | FA[C18:4]                                           |
| 291.195    | 1.38                 | 1.67                         |                                                     |
| 295.227    | 1.18                 | 1.72                         | FA[C18:3(+OH)]                                      |
| 296.230    | 1.18                 | 1.69                         | FA[C18:3(+OH)]( <sup>13</sup> C)                    |
| 301.285    | 7.13                 | 0.13                         |                                                     |
| 308.243    | 2.38                 | 0.89                         |                                                     |
| 313.274    | 1.04                 | 2.86                         |                                                     |
| 313.274    | 1.14                 | 3.04                         |                                                     |
| 321.242    | 1.17                 | 1.61                         | FA[C20:4(+OH)]                                      |
| 332.331    | 1.53                 | 0.26                         |                                                     |
| 341.305    | 1.04                 | 1.40                         |                                                     |
| 396.316    | 3.12                 | 1.05                         |                                                     |
| 408.308    | 1.11                 | 0.58                         |                                                     |
| 416.215    | 1.20                 | 0.81                         |                                                     |
| 417.369    | 1.09                 | 0.47                         |                                                     |
| 418.372    | 1.10                 | 0.46                         |                                                     |
| 430.364    | 1.10                 | 0.53                         |                                                     |
| 432.369    | 1.10                 | 0.54                         |                                                     |
| 444.379    | 1.11                 | 0.60                         |                                                     |
| 446.254    | 1.43                 | 0.64                         |                                                     |
| 474.178    | 12.79                | 0.85                         |                                                     |
| 496.339    | 7.03                 | 8.94                         | LysoPC(16:0)                                        |
| 496.339    | 7.12                 | 7.83                         | LysoPC(16:0)                                        |
| 520.508    | 1.10                 | 2.86                         |                                                     |
| 521.512    | 1.09                 | 2.95                         |                                                     |
| 538.518    | 1.10                 | 3.06                         | Ceramide (d18:1/16:0)                               |

## Negative ion mode

Welch's t-test was performed with adjusted Bonferroni's correction and differential peaks of  $p < 0.05$  were selected and visualized using Multi Experiment Viewer (MeV) v. Thirty-four peaks among 936 in positive ion mode and 55 among 640 in negative ion mode. Candidate name speculated from accurate mass of the peaks were noted. Many peaks which correspond to the mass of fatty acids were detected such as FA[C18:0], fatty acid with 18 carbons and no double bond. 'HCOO<sup>-</sup>' is an adduct of formic acid.

**Supplementary Table 2:** Diet composition of normal diet and special diet given to HR-1 hairless mice

Normal diet (D10012G) was purchased from research diet, Inc. \*For high saturated fatty acid diet and high unsaturated fatty acid diet, powdered chow was added with 8% (w/w) of palmitic acid (PA, Tokyo chemical Industry Co. Ltd) or 8% (w/w) oleic acid (OA, Tokyo chemical Industry Co. Ltd), respectively.

How the deposited data were processed for this re-analysis (not part of the article)

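RNA of ILC3s sorted from the IEL and LP layers of the small intestine of PA milk mice and ND mice was analysed, 12 libraries in 4 groups of 3. Conditions and replicate numbers were taken from the sample labels. The experiments by flow cytometry, ELISA, cell transfer, histology and 16S sequencing, and the cohort data, were not analysed here.

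The authors made the FPKM values by mapping reads to mm10 with TopHat and quantifying genes with Cufflinks. They deposited them for 23284 genes, on a common scale across the 12 libraries. The table of counts the authors deposited has the unit of a scaled signal: per gene, its ratio to the FPKM value is the same in every library, and its entries are rounded, so these are counts divided by a size factor and not raw counts. The paper's text names no test and no threshold for the genes of Fig. 7h. Its statistics section names one-way ANOVA for the experiments other than omics.

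The test set before the data were examined was a model for raw counts. Because the values turned out to be scaled, it was replaced by the test set beforehand for FPKM values, limma on log2(FPKM + 1) with a mean-variance trend (R 4.3.3, limma 3.58.1). Genes needed an FPKM of at least 1 in at least 3 libraries, which 12502 genes reached. All 12 libraries entered 1 fit with 4 group means, from which PA milk was compared with ND in IEL, in LP and between the layers. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. With 3 libraries against 3, an exact permutation test of a gene cannot go below p = 0.1. Tables were prepared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots drawn with matplotlib 3.10.9.

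Depth was taken in both ways the tables allow. Scaled counts summed to between 9376529 and 11710874 per library. From 3713 genes with at least 2000 scaled counts in a library, the constant that links FPKM and scaled counts was computed per gene. Low values then lay at multiples of a step that differed between libraries (0.684 to 1.09), and 90.4% to 99.0% of them were within 0.05 of a whole multiple. Taking the step as 1 read gave 8.75 to 14.58 M reads per library. These reads were used in an alternative fit and for a floor of 3 reads, below which values have no order. The floor covers counting error only.

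The genes named in the text were fixed at the same stage: those the paper's text or Fig. 7h names, and lists of genes for proteins the paper measured and for markers of the sort. A rule for naming the genes past the threshold named none, since there were 0. The 26 bars per layer of Fig. 7h were read by eye. Values of 2 genes, 1 of them in Fig. 7h, are not reported here. Both stay in the fits and in the counts over lists. Coordinates are those of GENCODE vM21 on GRCm38, the build that mm10 names, for 403 of the 409 genes of the lists and the figure.

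Lists of marker genes were also written at that stage, and 21 of them had at least 5 tested genes. Genes of Fig. 7h were left out of the lists. Each list was tested in each layer with limma's camera at a preset correlation of 0.01, adjusted over the 42 tests together, and again with fry and with an estimated correlation.

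The scripts were tested on simulated data. Where reads were drawn for 12254 genes with a dispersion of 0.1 and 200 genes changed by 2 on the log2 scale, 189 of the 200 were recovered and 14 unchanged genes were called. Where the changes were added to the spread of the real libraries, limma recovered on average 4.8 of 200 genes changed by 2 and 35.8 of 200 genes changed by 4, over 20 data sets each. It also called on average 24 unchanged genes with the change of 2 and 1.4 with the change of 4, so calls at this spread can be false. A count of 0 called genes at this spread therefore leaves room for large changes. Of 21 lists tested with camera in the reads drawn with a dispersion of 0.1, 1 was called, the shifted list. Genes were drawn independently there, so this does not show how often camera calls unchanged lists at the spread of the real libraries.

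The alternatives were another scaling (upper quartile, or 30 genes common to leukocytes), no filter, a filter of at least 10 scaled counts in every library, only the 6 libraries of a layer, the replicate number as a block, limma-voom with sample quality weights, a pseudocount of 0.1, an absolute log2 fold change of at least 1, the log2 ratio of the mean FPKM, and leaving out each of the 12 libraries. Added after seeing the data were sample quality weights on log2(FPKM + 1), and fits without the 2 or the 3 libraries with the fewest genes, the last after 49 choices of libraries per layer had been compared with Fig. 7h.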

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

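The tests of the marker lists for carried-over RNA, of Id2 and of the common share of epithelial cells were chosen after the results were seen.

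Id2 moved in opposite directions in the layers. It was higher in all 3 PA IEL libraries and lower in all 3 PA LP libraries than in every ND library of the layer. The difference between the layers was a log2 fold change of -3.12 (standard error 0.72, adjusted p = 1 from limma, and between 0.436 and 1 over the alternatives). Of the 10 splits of the 6 mouse labels, only the split by diet itself gave a difference as large (exact permutation p = 0.1, the smallest these splits allow). These splits keep the libraries of a label together across the layers, though whether they came from 1 mouse is not known. What drew attention is that every library of the groups went its own way, not a call. Sparse libraries as the cause are argued against, since the difference was -3.08 without the 2 libraries with the fewest genes. Scaling is argued against too, with -2.78 after scaling on genes common to leukocytes. Epithelial cells expressing Id2 were tested by its relation to the share of pan-epithelial genes over the 12 libraries. Spearman's rho was 0.17 (permutation p = 0.6) and Pearson's r 0.19 (permutation p = 0.56), both 0.6 after adjustment over the 2 relations. Pearson's r was 0.20 without the 2 libraries farthest from the median, -0.18 within IEL and 0.54 within LP. Such weak relations over so few libraries exclude little. In IEL the explanation is argued against by the shares themselves. The mean of Id2 was 2.77 times that of ND, while the mean share was 0.63 times that of ND, and even the highest share in PA milk was only 1.56 times the lowest in ND. In LP, where the mean of Id2 was 0.341 and the mean share 0.306 times that of ND, it stays open. A different effect of PA milk in the layers stays open as a hypothesis. A different mix of the sorted cells stays open as well.

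Markers of epithelial cells, which the sort should leave out, were lower in PA milk in both layers. The list holds 45 tested genes, 39 of which are also in another list of an intestinal cell type, and 12 more were left out because Fig. 7h shows them. Its median log2 fold change was -2.17 in IEL, with 42 of 45 genes lower (camera adjusted p = 7.79e-10 from limma), and -1.99 in LP, with 40 of 45 lower (camera adjusted p = 4.66e-10 from limma). Neither call held under fry (adjusted p = 0.363 in both layers) or with an estimated correlation (adjusted p = 0.317 in both). With genes at the floor set to their bound, the medians were -2.19 and -2. The list took 2.18%, 1.43% and 11.02% of all FPKM in PA IEL and 8.80%, 15.37% and 8.34% in ND IEL, so PA IEL replicate 3 lay within the range of ND. In LP it took 0.38%, 0.99% and 0.73% in PA milk and 3.75%, 2.39% and 3.16% in ND. The most abundant genes in ND IEL were Fabp2 (902, 385 and 16300 FPKM in PA milk against 4726, 35070 and 7504 in ND) and Apoa1 (2462, 1575 and 11730 against 3754, 31900 and 6632).

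Less RNA of epithelial cells carried into the PA libraries stays open. The share of the list's genes with at least 10 FPKM in ND that were lower, 0.95 in IEL and 0.92 in LP, decides nothing, since it is counted on the genes of the pattern itself. In IEL, the 2 libraries with the fewest genes account for much of the fall: without them, which there means without PA IEL replicate 2, the median was -0.80. In LP it was -2.52 without them, which there means without PA LP replicate 2. In PA LP replicate 3, the library with the most genes, the list's share of 0.73% was also below every ND LP library. Both argue against sparse libraries as the whole cause there. Scaling on genes common to leukocytes left -2.32 in IEL and -1.79 in LP, which argues against scaling. A common lower share of all epithelial cells in LP is also argued against. Goblet markers fell and Paneth markers did not (median 0.02), their medians lying -4.91 apart, and between -5.63 and -4.44 apart with each LP library left out.

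The Paneth list, with 5 tested genes that are all in the epithelial list as well, had a median log2 fold change of -3.59 in IEL (5 of 5 lower, camera adjusted p = 1.43e-05 from limma, fry 0.363, estimated correlation 0.317) and of 0.02 in LP. The difference between the layers had a median of 3.59 (camera adjusted p = 9.82e-05 from limma over 21 lists, fry 0.897, estimated correlation 0.501). Lyz1 was 61.4, 157 and 47.9 FPKM in PA IEL and 1707, 396 and 860 in ND IEL. Defa24 was 148, 0.552 and 1.5 against 1105, 1.11 and 1218. ND IEL replicate 2 lay near PA milk for 4 of the 5 genes, with Itln1 at 15.58 and Defa17 and Ang4 at 0, so for these the fall rests on ND replicates 1 and 3. Carry-over of Paneth cell RNA stays open, and a share of 1 of the abundant genes lower restates the pattern. The median was -3.89 without the 2 sparsest libraries and -3.73 after scaling on genes common to leukocytes, which argues against both as the cause. With each library left out in turn it lay between -5.46, without ND IEL replicate 2, and -2.54, without ND IEL replicate 3.

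The goblet list, with 8 tested genes of which 7 are in the epithelial list, had a median of -4.89 in LP (7 of 8 lower, camera adjusted p = 6.33e-08 from limma, fry 0.363, estimated correlation 0.317), and -5.60 with genes at the floor set to their bound. Zg16 was 0.364, 0.639 and 330 FPKM in PA LP and 3418, 1141 and 6747 in ND LP. Spink4 was listed at 0, 543 and 601 and at 10880, 319 and 1411. Fewer goblet cells or less of their RNA stay open, and the share of abundant genes lower, 0.86, restates the pattern. After scaling on genes common to leukocytes the median was -4.82, which argues against scaling. Without the 2 sparsest libraries it was -5.12. In LP this keeps PA LP replicate 1, where 1 of the 8 genes was detected, so it decides little about sparse libraries. In PA LP replicate 3, the library with the most genes, the list took 0.14% of all FPKM, against 0.24% to 2.55% in ND LP. It lay between -6.09 and -3.88 with each library left out.

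The list of B and plasma cells, with 7 tested genes, had a median of -3.71 in LP (7 of 7 lower, camera adjusted p = 1.02e-05 from limma, fry 0.363, estimated correlation 0.317), and -4.45 with genes at the floor set to their bound. It was 0.00 in IEL, and the difference between the layers was -3.28 (camera adjusted p = 9.82e-05 from limma over 21 lists, fry 0.897, estimated correlation 0.501). Igj was 11.1, 1.44 and 7591 FPKM in PA LP and 614, 1086 and 6584 in ND LP, so PA LP replicate 3 was above all ND libraries for this gene. Cd79a was 0, 0.0815 and 128 against 608, 22.7 and 99.5. Carry-over of B or plasma cells stays open, and here too a share of 1 of the abundant genes lower restates the pattern. Against scaling stands a median of -3.6. Without the 2 sparsest libraries the median was -3.32, but in LP this leaves out only PA LP replicate 2. PA LP replicate 1, the next sparsest of the layer with 8406 genes, stays in. Of the 7 genes of the list, 1 was detected there, against 5 in PA LP replicate 3 and 6 to 7 in ND LP. Sparse libraries therefore stay open. The median lay between -5.05 and -2.51 with each library left out, the last without ND LP replicate 1.

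For the cell lists, 4 of the 10 splits of the 6 libraries in IEL and 4 of 10 in LP, the split by diet included, gave as many called lists, so 3 libraries against 3 cannot separate the diets from the other splits. An effect of PA milk on the epithelium or on B cells was not tested and stays open.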

How the results depend on the processing

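Planned count models, DESeq2 and edgeR with its upper-quartile and leukocyte-based factors, were not run, because the deposited counts are scaled and rounded. Both scalings were applied to FPKM in limma instead, and the minimum of 10 counts was applied to scaled counts.

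Id2 kept its direction in both layers under every alternative run, between 1.10 and 1.93 in IEL and between -1.92 and -1.26 in LP, and never passed the threshold (adjusted p from 0.233 to 1 and from 0.294 to 1, from limma). Cxcr6 and Ccr6 were lower in LP in every alternative that gave a value. Their log2 fold changes lay between -6.86 and -1.95 and between -6.07 and -2.88. The ratio of mean FPKM moved Cxcr6 in LP to -1.95 without the 2 sparsest libraries and to -1.95 without the 3 sparsest. Called genes were 0 in IEL and LP, and between the layers where that was fitted, with upper-quartile and leukocyte scaling, no filter, at least 10 scaled counts, the layer alone, voom, a pseudocount of 0.1 and an absolute log2 fold change of at least 1. At an unadjusted p-value under 0.05 these settings gave from 89 genes (at least 10 scaled counts) to 759 (voom) in IEL, from 85 (at least 10 scaled counts) to 758 (no filter) in LP and from 54 to 582 between the layers. The smallest adjusted p-value from limma over all alternatives ranged from 0.00976 to 1 in IEL, from 0.00532 to 0.948 in LP and from 0.023 to 1 between the layers.

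Over the 12 fits that each left out 1 library, called genes ranged from 0 to 1 in IEL (Reg3b, without PA IEL replicate 3) and from 0 to 8 in LP (without PA LP replicate 3). In IEL, log2 fold changes ranged from -1.79 to 1.89 for Il7r, -0.66 to 3.98 for Cxcr6, -0.32 to 3.66 for Ccr6, -1.73 to 1.95 for St6galnac2, -1.67 to 1.73 for Cx3cl1, -0.04 to 2.90 for Hells, -2.36 to 0.56 for Slc1a1 and -1.37 to 0.05 for Lonp2. In LP, they ranged from -0.91 to 2.08 for Il7r, -2.05 to 2.77 for Cxcl10, -1.62 to 2.57 for Slc43a3, -0.97 to 2.32 for Lepr, -3.55 to 2.43 for Ier3, -1.2 to 2.19 for Arrdc3, -0.13 to 2.23 for Anxa1, -1.06 to 2.14 for Gbp9, -1.2 to 2.02 for Gbp7, -1.07 to 1.96 for Gpr146 and -2.80 to 0.95 for Ccl25. Apart from Lonp2 and Ccl25, the highest value came without replicate 2 of PA milk of the layer. Genes of Fig. 7h called when adjusted over the list alone ranged from 0 to 7 in IEL and from 0 to 8 in LP. Chemokines and receptors adjusted over the list alone ranged from 0 to 1 in IEL and from 1 to 4 in LP, and those higher in LP from 5 to 12. Of 24 other named genes, the direction was kept by 19 to 24 in IEL and by 19 to 24 in LP.

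Scaling moved few directions. With upper-quartile scaling, Gbp9 in LP came to 0 and changed sign beyond the second decimal. Scaled on genes common to leukocytes, Slc43a3, Gbp7 and Gpr146 in LP were 0.04, 0.11 and 0.18. This scaling moved the median of all genes to -0.43 in IEL, -0.25 in LP and 0.23 between the layers. With a pseudocount of 0.1, Lepr, Arrdc3, Gbp9 and Ccl25 in LP were -0.21, -0.77, -0.87 and 0.13. A smaller pseudocount gives more weight to values near 0.

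The filter of at least 10 scaled counts in every library left few genes of each list, which accounts for lower counts. Genes of Fig. 7h with the figure's direction were 6 in IEL and 8 in LP, and 3 and 3 were called adjusted over the list alone. Chemokines and receptors higher in PA were 2 in IEL and 0 in LP, with 0 in LP adjusted over the list alone, and 2 lists in IEL and 3 in LP were called. With this filter 64.0% of genes were higher in IEL and 56.7% in LP, against 38.0% and 37.4% with all tested genes. The filter keeps only genes found in the sparsest libraries as well, so it selects on the values compared. Without PA IEL replicate 2, 50.1% were higher in IEL. The cause was not tested.

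With only the 6 libraries of the layer, the chemokine called in LP over the list alone was lost, leaving 0. With fry and with an estimated correlation, 0 lists were called in IEL and 0 in LP, against 8 and 9 with camera. The cause was not tested.

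Limma-voom with sample quality weights on the reads worked out from FPKM reversed Il7r, St6galnac2 and Cx3cl1 in IEL (1.57, 1.23 and 1.12) and Cxcl10, Slc43a3, Ier3, Gbp7 and Gpr146 in LP (1.84, 1.65, 1.37, 1.02 and 1.16). Adjusted over the list alone, it called 1 gene of Fig. 7h in IEL and 1 in LP, and 0 chemokines in LP, where 9 were higher. The ratio of mean FPKM, which lets the higher libraries dominate a mean, reversed the same genes (1.31, 1.39 and 1.16 in IEL and 2.09, 1.91, 1.52, 1.39 and 1.44 in LP).

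These settings were chosen after seeing the data. Sample quality weights on log2(FPKM + 1) called 3 genes in LP (Gm5480, Ccl21a and Reg3b, all lower). Il7r, St6galnac2 and Cx3cl1 in IEL became 1.60, 1.35 and 1.10, and Cxcl10, Slc43a3, Ier3, Gbp7 and Gpr146 in LP 1.8, 1.61, 1.04, 1.25 and 1.37. Adjusted over the list alone, 4 genes of Fig. 7h in IEL, 6 in LP and 1 chemokine in IEL were called. The 2 sparsest libraries are replicate 2 of PA IEL and replicate 2 of PA LP, so sparseness is not separate from the diet. Without them, Il7r, St6galnac2, Cx3cl1 and Slc1a1 in IEL were 1.89, 1.95, 1.73 and 0.56, and Cxcl10, Slc43a3, Ier3, Gbp7 and Gpr146 in LP 2.77, 2.57, 2.43, 2.02 and 1.96. Adjusted over the list alone, 3 genes of Fig. 7h in IEL and 20 in LP were called, 12 chemokines and receptors were higher in LP, and 19 of 24 other named genes kept their direction in LP. The third library is ND IEL replicate 2. Without the 3, 1 gene was called in IEL (Gzmb, lower). Il7r, St6galnac2 and Cx3cl1 were 2.07, 1.69 and 1.54, and the LP genes again 2.77, 2.57, 2.43, 2.02 and 1.96, as no further LP library is left out. Adjusted over the list alone, 1 gene of Fig. 7h in IEL, 24 in LP and 3 chemokines in LP were called, 12 chemokines and receptors were higher in LP, and 19 other named genes kept their direction in LP. The ratio of mean FPKM gave 1.9, 1.97 and 1.74 in IEL and 2.68, 2.5, 2.10, 1.98 and 2.03 in LP without the 2, and 2.10, 1.75 and 1.57 in IEL and 2.68, 2.5, 2.10, 1.98 and 2.03 in LP without the 3, for the same genes. With fewer libraries, the pooled variance no longer holds those in which abundant transcripts are near 0.

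No pairing by replicate number was seen in the correlations below, but with replicates this unlike each other they cannot exclude it. The 3 libraries with the fewest genes, PA IEL, PA LP and ND IEL, all carry number 2, whereas ND LP replicate 2 had 11158 genes. Correlations of deviations from the group means were -0.03 to 0.07 between same-numbered libraries in IEL, -0.12 to -0.02 in LP and -0.03 to 0.06 between the layers of a mouse label. With the replicate block, 1 gene was called between the layers (Snord35b, named after its value was seen) and 0 chemokines in LP over the list alone, and 0 genes in IEL and LP.

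Depth alone does not limit these results: the library with the most reads, 14.58 M, had the fewest genes. The cause was not tested.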

Differences from the paper's values

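The bars of Fig. 7h were read by eye as log2 fold changes, and of the values compared, 25 in IEL and 26 in LP, 13 differed in IEL and 14 in LP. A value counted as differing if its sign was opposite or it lay more than 1 standard error away, or, where a library was under 1 FPKM, if it was more than 1.5 times as large or as small. In IEL, Fig. 7h shows about 2 for Il7r, about 1.9 for St6galnac2 and about 1.8 for Cx3cl1, and limma gave -0.49, -0.38 and -0.49. For genes lower in IEL, Fig. 7h shows about -1.2 for Anxa4, about -1.3 for Elmo2, about -1.3 for Slc1a1 and about -1.3 for Tgfbi, and limma gave -2.02, -2.69, -0.72 and -2.87. The figure shows about -1.4 for Tmem98, about -1.4 for Ppp1r14d, about -1.5 for Guca2a, about -1.5 for Llgl2, about -1.7 for Sema4a and about -3.7 for Reg3g in IEL (Fig. 7h, read by eye). The limma values were -3.41, -4.00, -4.21, -2.76, -3.40 and -6.06.

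In LP, Fig. 7h shows about 2.5 for Cxcl10, about 2.3 for Slc43a3, about 2.1 for Lepr, about 2.1 for Ier3 and about 2 for Irgm2, read by eye, and limma gave -0.40, -0.18, 0.19, -1.5 and 1.10. It shows about 1.9 for Arrdc3, about 1.9 for Gbp9, about 1.7 for Gbp7 and about 1.7 for Gpr146 (Fig. 7h, read by eye), and limma gave 0.17, 0.07, -0.11 and -0.03. For genes lower in LP, Fig. 7h shows about -1.9 for Myo1a, about -1.9 for Cd69, about -2 for Vil1, about -2.5 for Ccl25 and about -3.6 for Pigr, read by eye, against -2.94, -3.72, -3.45, -0.33 and -2.25 from limma.

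Among the alternatives set before the data were examined, 4 closed most of these gaps. Without PA IEL replicate 2, 11 of the 13 values in IEL no longer differed, all but Slc1a1 and Ppp1r14d, and 4 values that had not differed now did. Without PA LP replicate 2, 12 of the 14 in LP no longer differed, all but Irgm2 and Ccl25, and 1 newly differed. With limma-voom and sample quality weights, 10 in IEL and 10 in LP no longer differed, and St6galnac2, Cx3cl1, Ppp1r14d, Ier3, Gbp7, Cd69 and Vil1 still did, with 0 new differences. With the log2 ratio of mean FPKM, 7 in IEL and 10 in LP no longer differed, and Il7r, Cx3cl1, Elmo2, Tgfbi, Ppp1r14d, Llgl2, Myo1a, Vil1, Ccl25 and Pigr still did, while 1 value in IEL and 3 in LP newly differed.

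The other alternatives set before closed few or none, and opened up to 5 new differences in IEL and 6 in LP. Scaling on genes common to leukocytes closed the gap for Slc1a1 and Myo1a, the replicate block for Anxa4 and Myo1a, and leaving out PA IEL replicate 1 or PA IEL replicate 3 for Slc1a1. Leaving out ND IEL replicate 1 closed it for Reg3g and Myo1a, ND IEL replicate 2 for Anxa4, ND IEL replicate 3 for Myo1a, ND LP replicate 1 for Ccl25, ND LP replicate 2 for Irgm2, Myo1a and Pigr, and ND LP replicate 3 for Myo1a. Upper-quartile scaling, no filter, the layer alone, a pseudocount of 0.1, and leaving out PA LP replicate 1 or PA LP replicate 3 closed none. The filter of at least 10 scaled counts left only 1 of the 13 genes in IEL and 2 of the 14 in LP, and these still differed. Ppp1r14d in IEL was closed by none of the alternatives set before that gave it a value.

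Settings chosen after seeing the values also closed gaps, and opened at most 4 new ones in IEL and 2 in LP. Sample quality weights, chosen after seeing the values, closed 11 in IEL and 10 in LP. Fits without the 2 sparsest libraries, chosen after seeing the values, closed 11 and 12, and without the 3 sparsest, chosen the same way and after the search among the libraries described under the other observations, 12 and 12, Ppp1r14d included. The ratio of mean FPKM, again chosen after seeing the values, closed 11 and 14 without the 2 sparsest and 11 and 14 without the 3 sparsest.

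The paper describes the genes of Fig. 7h as significantly changed. Over all genes, limma called 0 of them in IEL and 0 in LP, and no setting called any. Adjusted over the list alone, genes were called with voom (1 in IEL and 1 in LP), with at least 10 scaled counts (3 and 3), with libraries left out in turn (up to 7 in IEL and 8 in LP), and, chosen after seeing the values, with sample quality weights (4 and 6), without the 2 sparsest libraries (3 and 20) and without the 3 sparsest (1 and 24).

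The paper's text gives higher expression of Id2 and Il7r for both layers and of Cxcr6 and Ccr6 without naming a layer, and Fig. 7h lists these 4 genes for IEL. The limma log2 fold changes in LP were -1.64 for Id2, 0.48 for Il7r, -4.65 for Cxcr6 and -4.10 for Ccr6. The discussion describes several chemokine receptors and ligands, not all of them, as higher in gut ILC3s. In LP, 0 of 19 receptors and 5 of 25 ligands were higher, and in IEL 10 of 19 and 5 of 25.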

Other observations

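The tests of missing transcripts and of the libraries behind Fig. 7h were chosen after the results were seen.

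Il7r, Cxcr6 and Ccr6 were all under 1 FPKM in PA IEL replicate 2, a library of cells sorted as ILC3s. Low depth is argued against, since this library had 14.58 M reads, the most of all. Many transcripts were missing there. Of 2674 genes at 20 FPKM or more in each of the other 5 IEL libraries, 796 (29.8%) were under 1 FPKM, against at most 2.6% in the other IEL libraries. PA LP replicate 2 lacked 488 of 2478 such genes (19.7%), and the other LP libraries at most 2.3%. Ptprc, a gene of all leukocytes, was among those of PA IEL replicate 2, listed at 0.04. A general loss as the whole cause is argued against by 15 other genes of the ILC3 list, of which 14 were under 1 FPKM, a share of 0.93. Among 10000 random lists matched on expression the median share was 0.67 and the 95th percentile 0.87, and 1.1% of the lists reached a share as high. Fewer ILC3s than other leukocytes in this sort stays open. That 99.9% of the matched lists had a share as low or lower is the same comparison and adds nothing for it. Lists of other lymphocytes were nearly as empty in this library, with 0 of 11 T cell genes, 1 of 10 genes of group 1 ILCs and NK cells, 1 of 9 of group 2 ILCs and 2 of 7 of B and plasma cells detected. Of 30 genes common to leukocytes, 19 were detected at 1 FPKM or more. Some lists were kept better, with 11 of 14 myeloid, 13 of 16 enterocyte and 20 of 25 proliferation genes detected, while 0 of 8 goblet genes were. The ILC3 list without genes of Fig. 7h had 0 of 14 genes detected in PA IEL replicate 2, 2 in PA LP replicate 2 and 2 in ND IEL replicate 2, and 5 to 13 in the other libraries. No biological explanation was tested, and the number of sorted cells is not analysed here.

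The values of Fig. 7h were larger in size for many genes higher in PA milk than those computed from all libraries. As a hypothesis, the figure may rest on a comparison without the sparsest libraries. With the log2 ratio of mean FPKM, the median absolute difference from the figure was 0.58 in IEL with all libraries and 0.15 without the 3 sparsest, which in IEL leaves out replicate 2 of both diets. In LP it was 0.49 with all libraries and 0.27 without PA LP replicate 2, the sparsest library of that layer. These sets were found by comparing all 49 choices of at least 1 library per group in each layer with the figure, where they ranked 1 of 49 in both layers and all libraries ranked 18 and 9. The search came before the setting without the 3 sparsest was added, so the small differences are in part a result of the choice. The paper's text names no library as left out.

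The 6 libraries of a layer can be split into 3 and 3 in 10 ways, the split by diet included. As the diets gave 0 called genes, all 10 of 10 splits in IEL, 10 of 10 in LP and 10 of 10 for the difference between the layers gave as many, which tells nothing. As many genes at an unadjusted p-value under 0.05 came from 7 of the 10 splits in IEL, 5 of 10 in LP and 8 of 10 for the difference, the split by diet counted in each. The split of LP with the most called genes, 76, set PA replicates 1 and 2 and ND replicate 1 against the rest. These are the 3 LP libraries with the fewest genes detected. In IEL, the split with the most, 3 genes, set PA replicate 1 and ND replicates 1 and 3 against the rest, and those are the 3 IEL libraries with the most genes detected. Each side of these splits holds too few libraries of a diet for a comparison within it. Genes whose PA and ND libraries did not overlap made up 8.2% of those tested in IEL and 9.6% in LP. Chance gives 10% for genes without ties and at most that where libraries tie, as at 0. The 10% is therefore an upper bound, and the comparison with it decides nothing.

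Some values bear on proteins that the paper measured in other cells or mice. Before staining cytokines for flow cytometry, the paper stimulated cells with PMA and ionomycin, and it names no such step for the sequenced cells. RNA here and cytokine protein there are therefore not like measures. Il22 was listed at 565.16, 0.25 and 103.52 FPKM in PA IEL and at 81.50, 0.18 and 143.92 in ND IEL. In LP it was listed at 0.09, 0.31 and 0.42 in PA milk and at 0.16, 4338.72 and 198.01 in ND. Il17a was listed at 0, 0.08 and 0 in PA IEL, 8.15, 0 and 12.81 in ND IEL, 0.08, 0 and 0 in PA LP and 0, 217.09 and 43.48 in ND LP. Cxcl16, a ligand named by the paper for skin, was listed at 6.12, 0 and 10.11 in PA IEL, 18.02, 0 and 5.07 in ND IEL, 121.20, 0.04 and 35.09 in PA LP and 45.60, 9.19 and 24.62 in ND LP. Ccl20 was listed at 0 in all 6 PA libraries, at 15.28, 0 and 47.76 in ND IEL and at 0, 0 and 5.67 in ND LP. These 4 genes were picked for this paragraph from 24 tested named genes after their values were seen. Of the 24, limma called 0 in each layer, and 1 in IEL and 5 in LP had an unadjusted p-value under 0.05.

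Of the 21 lists, camera called 8 in IEL and 9 in LP. In IEL these were the epithelial and Paneth lists above, pan-epithelial (median log2 fold change -2.39), T cell (-2.42), group 1 ILC and NK cell (-2.13), goblet (-1.97), enterocyte (-1.43) and myeloid genes (0.46). In LP they were the epithelial, goblet and B cell lists above, pan-epithelial (-2), enterocyte (-1.89), ILC3 (-2.17), genes of proteins the paper measured (-1.48), chemokines and receptors (-0.95) and myeloid genes (0.50). In IEL the ILC3 list had a median of 0.89, with 5 of 14 genes lower. Lists with no call in either layer were group 2 ILC (0.00 in IEL and -0.75 in LP), interferon-gamma-induced GTPase (-0.34 and -0.32), type I interferon (-1.23 and 0.11), immediate early (-0.27 and -0.76), fatty acid oxidation (-0.90 and -0.24), proliferation (0.12 and 0.11), pan-leukocyte (-0.03 and -0.25), sort marker (0.44 and -1.41) and stroma and endothelium genes (0.03 and 0.33). For the difference between the layers, adjusted over the 21 lists, camera called the Paneth and B cell lists above. It also called group 1 ILC and NK cell (2.35), ILC3 (-2.05) and goblet genes (-2.79). Genes of proteins the paper measured (-1.89) and type I interferon genes (1.26) were called between the layers as well. None of the calls held under fry or an estimated correlation.

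The sex of the mice was not given for these libraries. Xist was at most 6.68 FPKM, and genes of the Y chromosome were found at 0.1 FPKM or more in 11 of the 12 libraries, all but PA LP replicate 2.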
